# Intrapericardial Administration of Secretomes from Menstrual Blood-Derived Mesenchymal Stromal Cells: Effects on Immune-Related Genes in a Porcine Model of Myocardial Infarction

**DOI:** 10.3390/biomedicines10051117

**Published:** 2022-05-11

**Authors:** María Ángeles de Pedro, María Pulido, Federica Marinaro, Verónica Álvarez, Claudia Báez-Díaz, Virginia Blanco, Juan Carlos Silla-Castro, Fátima Sanchez-Cabo, Francisco Miguel Sánchez-Margallo, Verónica Crisóstomo, Javier G. Casado, Esther López

**Keywords:** immune response, mesenchymal stromal cells (MSCs), myocardial infarction, secretome, swine

## Abstract

Acute myocardial infarction (AMI) is a manifestation of ischemic heart disease where the immune system plays an important role in the re-establishment of homeostasis. We hypothesize that the anti-inflammatory activity of secretomes from menstrual blood-derived mesenchymal stromal cells (S-MenSCs) and IFNγ/TNFα-primed MenSCs (S-MenSCs*) may be considered a therapeutic option for the treatment of AMI. To assess this hypothesis, we have evaluated the effect of S-MenSCs and S-MenSCs* on cardiac function parameters and the involvement of immune-related genes using a porcine model of AMI. Twelve pigs were randomly divided into three biogroups: AMI/Placebo, AMI/S-MenSCs, and AMI/S-MenSCs*. AMI models were generated using a closed chest coronary occlusion-reperfusion procedure and, after 72 h, the different treatments were intrapericardially administered. Cardiac function parameters were monitored by magnetic resonance imaging before and 7 days post-therapy. Transcriptomic analyses in the infarcted tissue identified 571 transcripts associated with the Gene Ontology term *Immune response*, of which 57 were differentially expressed when different biogroups were compared. Moreover, a prediction of the interactions between differentially expressed genes (DEGs) and miRNAs from secretomes revealed that some DEGs in the infarction area, such as *STAT3, IGFR1*, or *BCL6* could be targeted by previously identified miRNAs in secretomes from MenSCs. In conclusion, the intrapericardial administration of secretome early after infarction has a significant impact on the expression of immune-related genes in the infarcted myocardium. This confirms the immunomodulatory potential of intrapericardially delivered secretomes and opens new therapeutic perspectives in myocardial infarction treatment.

## 1. Introduction

Ischemic heart disease has been classified by World Health Organization as the major cause of death worldwide in 2019 (https://www.who.int/news-room/fact-sheets/detail/the-top-10-causes-of-death, accessed on 30 March 2022). This disease is frequently associated with acute myocardial infarction (AMI), whose molecular mechanisms have been widely studied. AMI is produced by the occlusion of the coronary artery, that leads to myocardial tissue damage. Myocardial reperfusion injury activates a wide range of cellular and molecular processes including inflammation, neutrophil infiltration, oxidative stress, intracellular calcium overload, pH alteration, mitochondrial permeability increase and, consequently, apoptosis [1].

Inflammation has a key role in the clearance of cellular debris and the restoration of homeostasis in the infarct zone. This mechanism is initiated by the release of “danger signals” termed DAMPS (danger-associated molecular patterns) from necrotic cardiomyocytes to the extracellular space. These signals are recognized by the surrounding cardiomyocytes and fibroblasts, activating the secretion of proinflammatory cytokines and chemokines involved in the recruitment of inflammatory cells to the infarct area. Neutrophils first, followed by monocytes and leukocytes, migrate to the injury site releasing proinflammatory cytokines and initiating the phagocytosis of dead cells. The “inflammatory phase” is followed by the “proliferative phase”, where macrophages resolve the initial inflammatory reaction through the release of anti-inflammatory, profibrotic, and angiogenic factors such as interleukin (IL) 10, transforming growth factor (TGF) β, or vascular endothelial growth factor (VEGF). This new anti-inflammatory milieu leads to the removal of inflammatory cells. This phase continues with the formation of granulation tissue and collagen-rich scar formation, completing the process of infarct healing [2].

Regarding the molecular mechanisms underlying myocardial infarction, an important scientific advance has been achieved by the development of “omics” techniques. This methodology, together with the use of clinically relevant animal models, has allowed a deep knowledge of AMI progression. In this sense, the porcine model has been widely used as an experimental animal to study the pathophysiology of acute or chronic myocardial infarction. In terms of size, weight, anatomy, and physiology, the porcine heart is very similar to the human heart [3], and surgical procedures, such as permanent coronary occlusion [4], percutaneous embolization [5], or endovascular approaches [6,7] have been used to induce myocardial infarction.

Previous studies in murine models using proteomic and transcriptomic analyses have confirmed the involvement of the immune system in different stages of AMI [8]. In the case of large animal models, such as the pig, the characterization of molecular changes in the infarcted area have revealed the implication of apoptosis-related genes [9] or proteins involved in acute-phase response signaling, response to wounding, and production of nitric oxide and reactive oxygen species [10].

It is interesting to note that, although the molecular characterization of AMI has been sufficiently investigated, the molecular events that occur when testing different treatments in large animal models, including mesenchymal stromal cell (MSCs) therapy, have not been fully characterized. As an example, secretomes-derived therapies for AMI have been considered a novel therapeutic product due to their complex composition, consisting of extracellular vesicles (EVs), RNA, soluble factors, etc. The biological composition of these secretomes seems to be a very effective tool to modulate the altered molecular mechanisms in AMI, promoting angiogenesis, cardiac regeneration [11], and exacerbated inflammatory response [12]. However, despite the promising results using extracellular vesicles in clinically relevant animal models, a complete characterization of the infarcted and treated tissues is still necessary.

Here, menstrual blood stromal cells (MenSCs) have been selected to evaluate their effectiveness as a potential treatment. Menstrual blood is a novel source of MSCs that stands out from other MSCs because of its ease of regular collection, non-invasiveness, and lack of ethical concerns. In addition to having a high proliferation rate and low immunogenicity, it remains stable without mutations in vitro for at least 20 passes without losing its biological properties [13]. Both MenSCs [14] and their extracellular vesicles [15] have already demonstrated to be effective in the improvement of cardiac function in infarcted rat hearts.

Therefore, in this study, we have evaluated the therapeutic effect of secretome concentrated from MenSCs (S-MenSCs) in a porcine model of AMI. Our previous studies about these secretomes demonstrated that TGFβ was involved in the regulation of T CD4+ cells [16] and that their immunomodulatory activity could be enhanced by priming of precursor cells with interferon (IFN) γ [17] and the combination of IFNγ and tumor necrosis factor (TNF) α [18]. Based on that, the main objective of this study was evaluating the effect of MenSCs and secretomes released by IFNγ and TNFα-primed MenSCs (hereinafter, “S-MenSCs*”) on immune-related genes. This analysis was performed in the infarcted area (left ventricle) of a porcine model. Our results using transcriptomic sequencing and in silico analyses using bioinformatic tools demonstrated the differential expression of immune-related genes in infarcted myocardium treated with S-MenSCs or S-MenSCs*. These changes in profile expression demonstrate the immunomodulatory capacity of secretomes under myocardial inflammatory conditions.

## 2. Results

### 2.1. Effects of S-MenSCs and S-MenSCs* Administration on Cardiac Function

Cardiovascular magnetic resonance imaging was performed at day 3 post-infarction, just before treatment administration (pretreatment), and at day 7 post-therapy (Figure 1A–D). These time points allowed us to determine the early effects of S-MenSCs and S-MenSCs* on cardiac function parameters. The percentage of myocardial infarcted area (%MI), expressed as a percentage of the estimated infarcted size dividing by entire area of left ventricle, was reduced after both therapies, but with no significant differences inter- and intra-groups. Regarding cardiac hemodynamic parameters, ejection fraction (EF), end-diastolic volume (EDV), and end-systolic volumes (ESV) were calculated. Our results did not show any significant alterations in these parameters and data remained fairly stable both before and 7 days after therapy in all biogroups (Figure 1E).

### 2.2. DEGs Identified and Related to the Immune System Process

The gene expression profile of the infarcted area was analyzed. 

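RNA from the anterior left ventricular wall, the infarct area, of 12 pigs was read on Affymetrix porcine gene arrays, with 1 array per pig. There were 4 pigs in each of 3 biogroups, AMI/S-MenSCs, AMI/S-MenSCs* and AMI/Placebo. S-MenSCs is the concentrated secretome of mesenchymal stromal cells from menstrual blood, and S-MenSCs* is that of such cells primed with IFNγ and TNFα. Both were given into the pericardial sac on day 3 post-infarction, as 9.16 mg of protein in 5 mL, and the tissue was taken on day 7 post-therapy. The authors corrected the background and normalized the arrays with Robust Multichip Average (RMA). The deposited values are log2 values of 27558 probe sets. From these values, limma was fitted here to all 12 arrays, which share an estimate of the spread of each probe set. Each treated biogroup was compared with AMI/Placebo and with the other. A probe set or gene was called at an unadjusted p under 0.05, the threshold of the paper. Each gene was represented by the probe set with the highest mean over the arrays. Gene lists, written before the data were examined, were tested with camera at a preset correlation of 0.01 between genes. A list was called at a Benjamini-Hochberg adjusted p under 0.05 over the 27 lists of a comparison. Beside each call stands the adjusted p of the same test with a correlation estimated from the arrays, with which 0 of the 27 lists pass in any comparison. The interquartile range of the log2 values of an array, which measures its contrast, was 2.23 ± 0.313 (SD, n = 4) in AMI/Placebo, 1.97 ± 0.242 (SD, n = 4) in AMI/S-MenSCs and 2.18 ± 0.289 (SD, n = 4) in AMI/S-MenSCs*. It was lowest, 1.66, in AMI/S-MenSCs replicate 1, whose mean correlation with the other arrays, 0.82, was also the lowest of the 12, against 0.911 for the highest. Scan files and scan dates were not analysed here, and the number of arrays limits the precision of every value.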

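The immune, heart muscle and scar genes described for these tissues were named through the platform table of the array. It gave 1 gene symbol to 11974 of the 27558 probe sets and several symbols to 373, while 15211 were not listed in it and carry no name here. The named probe sets stood for 10904 genes, of which 969 had more than 1 probe set. An Entrez gene identifier matched 11108 of the named probe sets to the pig gene reference, and 7 symbols were updated from it. Among genes of this tissue that could not be named, because their probe sets carry several symbols, were CCND1, a cyclin of the cell cycle, NRAS, a signalling GTPase, and PHB, a mitochondrial scaffold protein. The log2 values ran from 0.17 to 13.22, and the median over probe sets of the mean was 2.78. Genes near this level, many chemokines and chemokine receptors among them, may lie close to the background of the arrays, which was not measured here. Of the 26 measured chemokines, 12 had a mean above that median, as had all 20 cardiomyocyte markers.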

Expression data obtained from microarray data analysis identified a total of 13,820 transcripts annotated as porcine genes. All these genes were then classified according to Gene Ontology term annotation and our analysis was focused on those genes associated with the “*Immune response*” term (GO:0006955). Our results demonstrated that a total of 571 genes were classified into the term “*Immune response*”. Expression data normalization allowed us to analyze the differential expression between the transcripts of infarcted tissue from different biogroups. 

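Complement and Fc receptor genes, macrophage markers and the type I interferon response were lower as lists in infarcted areas of AMI/S-MenSCs* than of AMI/Placebo. In the mean of each list the pigs of the 2 biogroups overlapped. Neutrophil markers, chemokines and the TNF and NF-kappa B response did not pass as lists in this comparison. TYROBP, an adaptor of activating receptors in myeloid and NK cells, had a log2 value of 5.90 ± 0.268 (SD, n = 4) in AMI/Placebo and 4.83 ± 0.662 (SD, n = 4) in AMI/S-MenSCs*. This is a log2 fold change of -1.07 (standard error 0.302, unadjusted p = 0.00329 from limma). Of 17 measured genes of complement and Fc receptor signalling, 5 fell in this comparison, 12 did not pass the test and 0 passed when adjusted over the list alone. The median log2 fold change was -0.60 (camera, adjusted p = 3.78e-09; adjusted p = 0.385 with an estimated correlation). Those that fell, besides TYROBP, were FCER1G, the signalling chain of Fc receptors (-1.26, unadjusted p = 0.0436), C1QB, a chain of the first complement component (-0.98, unadjusted p = 0.0257), the kinase LYN and the phospholipase PLCG2. Of 16 macrophage and monocyte markers, 14 had a negative log2 fold change and 1 fell, AIF1, a calcium-binding protein of macrophages (0 when adjusted over the list alone). Their median was -0.54 (adjusted p = 1.69e-05; adjusted p = 0.391 with an estimated correlation). The type I interferon response had negative medians over 18 genes, -0.41 with S-MenSCs and -0.36 with S-MenSCs* (camera, adjusted p = 0.00784 and 0.00105, and 0.594 and 0.545 with an estimated correlation). Around the mean of each gene, AMI/Placebo replicates 1 and 2 lay at 1.04 and 0.745 for this list. AMI/Placebo replicates 3 and 4 lay at -0.473 and -0.344, below the means of both treated biogroups, -0.122 and -0.12. For macrophage markers AMI/S-MenSCs* replicate 2 lay at 0.501 and AMI/Placebo replicate 4 at -0.366. Over pigs, the exact permutation p of the mean of the list, two-sided, was 0.143 for complement and Fc receptor signalling and 0.257 for macrophage markers in AMI/S-MenSCs*. It was 0.4 and 0.429 for the interferon response with S-MenSCs and S-MenSCs*. By limma, at an unadjusted p under 0.05, 0 of the 18 fell in the former and 1 in the latter, MX2, a GTPase induced by interferon (-0.87, unadjusted p = 0.0497, close to the threshold). The 20 cardiomyocyte markers differed too. Their median log2 fold change against AMI/Placebo was 1.13 in AMI/S-MenSCs* (adjusted p = 2.78e-10; adjusted p = 0.428 with an estimated correlation) and -0.50 in AMI/S-MenSCs (adjusted p = 0.000955; adjusted p = 0.594 with an estimated correlation). With the mean of the cardiomyocyte markers as a covariate the adjusted p of the macrophage list was 0.0648. After quantile normalization that of the interferon list in AMI/S-MenSCs was 0.0612. Left out alone, AMI/Placebo replicate 1 gave 0.587 for the interferon list in AMI/S-MenSCs and 0.479 in AMI/S-MenSCs*. AMI/Placebo replicate 2 gave 0.135 and 0.0933, and AMI/S-MenSCs replicate 3 gave 0.0624 in AMI/S-MenSCs. The call of the cardiomyocyte markers in AMI/S-MenSCs was lost with array weights (adjusted p = 0.417) and without AMI/Placebo replicate 4 (0.169) or AMI/S-MenSCs replicate 1 (0.127). No alternative ended the call of TYROBP, whereas that of C1QB was lost without AMI/Placebo replicate 1 (-0.80, unadjusted p = 0.0799), AMI/S-MenSCs* replicate 2 (-0.90, unadjusted p = 0.059) or AMI/S-MenSCs* replicate 4 (-0.65, unadjusted p = 0.099). That of FCER1G was lost with the cardiomyocyte covariate (-0.48, unadjusted p = 0.245) or without any one of AMI/Placebo replicates 1, 2 and 3, AMI/S-MenSCs replicates 2 and 3 and AMI/S-MenSCs* replicates 1, 3 and 4 (unadjusted p from 0.0511 to 0.154).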

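Of 166 measured genes of the 11 immune lists, 23 (13.9%) passed in at least 1 of the comparisons. Of all 10904 genes 1293 (11.9%) did, so the share of immune genes lay near that of all genes. In AMI/S-MenSCs against AMI/Placebo, 7 immune genes rose and 4 fell. Those that rose were the chemokines CCL19, CCL25, CCL26 and CCL27, the receptors CXCR6 and ACKR2 and PGLYRP1, a peptidoglycan-binding protein of neutrophils. Those that fell were LYN, the inhibitory Fc receptor FCGR2B, SLA-DQB1, a chain of MHC class II, and SLA-3, a chain of MHC class I. In AMI/S-MenSCs* against AMI/Placebo, 2 rose and 8 fell. SOD2, the superoxide dismutase of mitochondria, rose by 0.99 (unadjusted p = 0.0148) and the chemokine CXCL9 rose as well. AIF1, C1QB, CXCR3, FCER1G, LYN, PLCG2, TYROBP and MX2 fell. Between the treated biogroups 7 genes differed: SOD2 was higher in AMI/S-MenSCs* (1.25, unadjusted p = 0.00341), and CCL25, CCL27, CXCL2, LIF, PTX3 and TYROBP were lower. SOD2 and SLA-3 were not taken by the rule for named genes and were named after their values were seen. Adjusted over the list alone, limma called 0 of them. At an unadjusted p under 0.05, the F test over the 3 groups called 7 of the 166 immune genes and 557 of all 10904 genes. Over all 27558 probe sets, 1420 passed in AMI/S-MenSCs against AMI/Placebo (869 higher, 551 lower), 925 in AMI/S-MenSCs* against AMI/Placebo (529 higher, 396 lower) and 2020 between the treated biogroups (1129 higher, 891 lower). After adjustment 0 passed, the smallest adjusted p being 0.342. The larger side depended on the processing. In the first comparison 61.2% were higher, but 39.5% after median centring of the arrays and 46.3% of the 815 called with the filter on dim probe sets. In the second 57.2% were higher, but 45.2% without AMI/Placebo replicate 4. In the last 55.9% were higher, but 46.9% of the 965 called with the mean of the cardiomyocyte markers as a covariate, which left 607 in the second. Array weights called 2621 in the first and 2251 in the second. The counts of the main fit, 1420, 925 and 2020, are 5.15%, 3.36% and 7.33% of the probe sets, where 5% of unchanged ones would pass. The 3432 that passed in any comparison are 12.5%, against 11.7% of simulated unchanged ones. Left out alone, AMI/Placebo replicate 1 gave 10 immune genes, AMI/Placebo replicate 4 gave 38 and AMI/S-MenSCs replicate 1 gave 15. The probe sets of the first comparison were 912 without AMI/Placebo replicate 1, 850 without replicate 2, 2904 without replicate 4, 823 without AMI/S-MenSCs replicate 1 and 2518 without its replicate 3. Those of the second were 1575 without AMI/Placebo replicate 4 and 1969 without AMI/S-MenSCs* replicate 2. Those of the last were 1338 without AMI/S-MenSCs replicate 1 and 1292 without AMI/S-MenSCs* replicate 3. Those of any comparison were 5174 without AMI/Placebo replicate 4.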

The statistical comparisons (without FDR correction) of transcripts in the infarcted areas, demonstrated that 57 transcripts were differentially expressed (*p* value < 0.05) when comparing the different biogroups (Figure 2A).

The 57 differentially expressed transcripts were subjected to PCA. This analysis allowed us to increase the interpretability of the results. 

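In the principal components of the 23 immune genes that passed in at least 1 comparison, the AMI/Placebo pigs lay on one side of component 1, between -4.68 and -0.193. All 4 AMI/S-MenSCs pigs lay at positive values of both components, from 0.71 to 2.6 on component 1 and from 1.22 to 5.13 on component 2. The AMI/S-MenSCs* pigs lay at negative values of component 2, from -3.61 to -0.703, and their replicate 2 was at -1.87 on component 1, among the AMI/Placebo pigs. Values were scaled to unit variance, and components 1 and 2 held 36.4% and 26.3% of the variance. The share of the variance within these components that lay between the biogroups was 67.4%. The genes, from TYROBP and C1QB to the chemokines CCL25 and CCL27, were chosen because they differed between these 12 arrays, so their separation of the biogroups is not independent evidence of it.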

According to PCA, the transcripts corresponding to different biogroups revealed a certain degree of divergence between groups (Figure 2B).

These transcripts were represented in a heatmap plotted in three different clusters: down-regulated after S-MenSCs or S-MenSCs* administration, up-regulated in AMI/S-MenSCs, and up-regulated in AMI/S-MenSCs* (Figure 2C).

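Among the genes named in Figure 2C, those of the cluster down-regulated after therapy were lower in both treated biogroups. The mean over 18 measured genes was 0.383 ± 0.265 (SD, n = 4) in AMI/Placebo, -0.0609 ± 0.141 (SD, n = 4) in AMI/S-MenSCs and -0.322 ± 0.395 (SD, n = 4) in AMI/S-MenSCs*, on the log2 scale around the mean of each gene. The 13 measured genes of the cluster up-regulated in AMI/S-MenSCs, which holds the chemokines CCL19, CCL25 and CCL27 and the receptors CXCR6 and ACKR2, had means of -0.188 ± 0.159 in AMI/Placebo, 0.371 ± 0.29 in AMI/S-MenSCs and -0.183 ± 0.19 in AMI/S-MenSCs*. The 18 of the cluster up-regulated in AMI/S-MenSCs*, which holds TFRC, IGF1R and the fatty acid transporter CD36, had means of 0.0281 ± 0.293, -0.396 ± 0.352 and 0.367 ± 0.274. In the cluster up-regulated in AMI/S-MenSCs, all 13 had their highest mean in AMI/S-MenSCs, 7 rose against AMI/Placebo and 7 were lower in AMI/S-MenSCs* than in AMI/S-MenSCs. Of them, 9 had a mean below the median of all probe sets. In the cluster up-regulated in AMI/S-MenSCs*, 14 of 18 had their highest mean in AMI/S-MenSCs*, 3 rose against AMI/Placebo (CXCL9, TFRC and PDE4D) and 12 were higher than in AMI/S-MenSCs. Examples of the latter were PDE4B, another phosphodiesterase (0.83, unadjusted p = 0.00757), ROMO1, a mitochondrial membrane protein (0.93, unadjusted p = 0.012), and GAPDH, a glycolytic enzyme (0.85, unadjusted p = 0.00605). With the mean of the cardiomyocyte markers as a covariate these were 0.54 (unadjusted p = 0.111), 0.54 (unadjusted p = 0.172) and 0.67 (unadjusted p = 0.0613). In AMI/S-MenSCs against AMI/Placebo 4 genes of this cluster fell, MED1, APPL2, RABGEF1 and IGF1R, with unadjusted p of 0.0467, 0.0286, 0.0287 and 0.0143 from limma. The names were read from the picture, and the study chose these genes on these arrays, so the counts are not independent evidence of a direction. The mean of 20 cardiomyocyte markers was -0.141 ± 0.923 (SD, n = 4) in AMI/Placebo, -0.796 ± 0.871 (SD, n = 4) in AMI/S-MenSCs and 0.937 ± 1.4 (SD, n = 4) in AMI/S-MenSCs*.

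**Figure D1:**
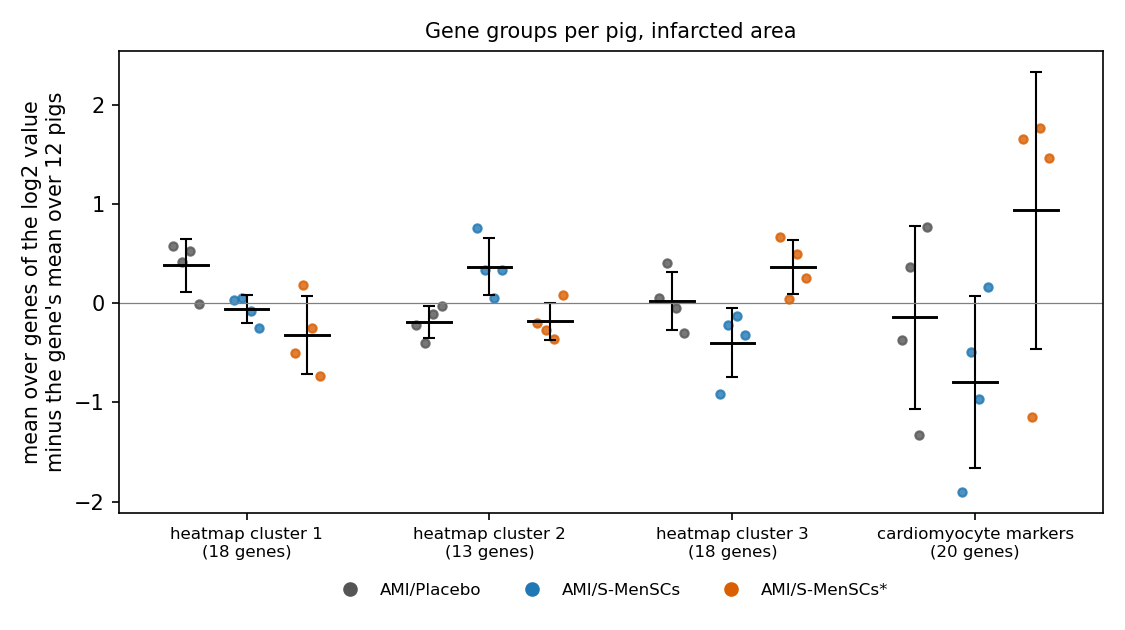
Mean over the genes of each cluster of Figure 2C and over 20 cardiomyocyte markers, as the log2 value minus the mean of the gene over 12 pigs (vertical axis), with 1 point per pig and bars for the mean and SD of 4 pigs per biogroup. The cardiomyocyte markers of AMI/S-MenSCs* replicate 2 lie at -1.15, and those of the other pigs of that biogroup between 1.47 and 1.77.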

### 2.3. DEGs and Predicted Interactions with miRNAs in Secretomes

Once the DEGs in infarcted tissues were identified and considering that secretomes contain a wide range of miRNAs, we aimed to identify hypothetical interactions between the 10 most abundant miRNA identified in S-MenSCs and S-MenSCs* (Table S1).

Experimentally validated miRNA target genes were filtered by “strong evidence” using miRTargetLink. Unfortunately, hsa-miR-12136 was not found in the database of miRTargetLink, so the analysis was performed with nine of the top ten most abundant miRNAs in S-MenSCs*. According to this analysis, 367 genes were targeted by the top ten abundant miRNAs from S-MenSCs, and 440 genes were targeted by the top ten abundant miRNAs from S-MenSCs* (data not shown).

In this study, we have analyzed the interactions between the top ten most abundant miRNAs in secretomes with the DEGs in the infarcted tissue. Our analysis demonstrated that hsa-miR-21-5p interacts with 6 DEGs detected when AMI/Placebo group and AMI/S-MenSCs group were compared. Indeed, two of these genes, *STAT3* and *IGF1R*, were classified in the “*Immune system*” GO term (Figure 3A). Additionally, the differentially expressed gene *BCL6,* detected when AMI/Placebo and AMI/S-MenSCs* groups were compared, was found to be targeted by hsa-miR-21-5p (Figure 3B).

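STAT3, a transcription factor activated by cytokines of the IL-6 family, was close to its placebo level in AMI/S-MenSCs by its probe set with the highest mean. Its log2 value was 7.00 ± 0.5 (SD, n = 4) in AMI/Placebo and 6.89 ± 0.283 (SD, n = 4) in AMI/S-MenSCs. The log2 fold change of -0.11 (standard error 0.315, unadjusted p = 0.736 from limma) did not pass the test. Of the other genes in Figure 3A, MCL1, an anti-apoptotic protein of the BCL2 family, fell by 1.01 on the log2 scale (standard error 0.355, unadjusted p = 0.0133). RTN4, a reticulon of the endoplasmic reticulum, fell by 1.74 (standard error 0.636, unadjusted p = 0.0162), and CTHRC1, a protein secreted by activated fibroblasts, fell by 1.33 (standard error 0.472, unadjusted p = 0.0136). BMPR2, a receptor for bone morphogenetic proteins, and the mitochondrial carrier SLC25A24 fell as well, with unadjusted p of 0.0498 and 0.0282. YOD1, a deubiquitinating enzyme measured near the median of all probe sets, rose by 0.57 (unadjusted p = 0.0294). Of the 11 genes of this network 10 could be named, 8 of them fell, 1 rose and STAT3 did not pass. The study chose them on these arrays, so the count is not independent evidence of a direction. Another probe set of STAT3, chosen after seeing the data as the one with the smallest p, gave -1.15 (unadjusted p = 0.0272) in AMI/S-MenSCs. Its mean log2 value was 4.26, against 6.84 for the probe set used here, so the 2 probe sets differ on STAT3. No alternative ended the call of MCL1. AMI/Placebo replicate 2, left out alone, ended those of RTN4 (-1.31, unadjusted p = 0.0614) and CTHRC1 (unadjusted p = 0.054), as did AMI/S-MenSCs replicate 1 (RTN4 at -1.12, unadjusted p = 0.0612, and CTHRC1 at -0.89, unadjusted p = 0.0509). The call of BMPR2 was lost without any one array other than AMI/Placebo replicate 4 and AMI/S-MenSCs replicates 2 and 3 (unadjusted p from 0.0537 to 0.179). That of SLC25A24 was lost without AMI/Placebo replicate 1 or AMI/S-MenSCs replicate 1, 2 or 4 (unadjusted p from 0.0626 to 0.0753). That of YOD1 was lost without AMI/Placebo replicate 3 or 4 or AMI/S-MenSCs replicate 3 (unadjusted p from 0.0709 to 0.0949) and after median centring (unadjusted p = 0.0798) or quantile normalization (unadjusted p = 0.0983).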

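BCL6, a transcriptional repressor of germinal centre B cells and macrophages, was lower in AMI/S-MenSCs*, with a log2 value of 3.49 ± 0.605 (SD, n = 4) against 4.09 ± 0.275 (SD, n = 4) in AMI/Placebo. Its log2 fold change was -0.61 (standard error 0.281, unadjusted p = 0.0493 from limma), and in AMI/S-MenSCs it was 0.01 (unadjusted p = 0.963). LPL, the lipase that releases fatty acids from lipoproteins, had the largest change among the named genes of Figure 3B. It rose by 1.47 (standard error 0.326, unadjusted p = 0.000516), from 4.23 ± 0.432 to 5.69 ± 0.616 (SD), with the 4 AMI/S-MenSCs* pigs above the 4 AMI/Placebo pigs. The biogroups lay so apart in 1.99% of all genes in this comparison, where chance gives 2.86%. GYS1, the glycogen synthase of muscle, rose by 0.68 (unadjusted p = 0.0219), HPGD, which inactivates prostaglandins, by 1.00 (unadjusted p = 0.0203), and YOD1 by 0.66 (unadjusted p = 0.0142). CTHRC1, secreted by activated fibroblasts, fell by 1.43 (unadjusted p = 0.00909), CAPG, an actin-capping protein of macrophages, by 1.18 (unadjusted p = 0.0331), and MTAP, an enzyme of methionine salvage, and APOE fell as well. LRRFIP1 (0.69, unadjusted p = 0.0629) and the angiogenic factor VEGFA (0.57, unadjusted p = 0.0933) did not pass. LRRFIP1 was called with the mean over its probe sets (0.64, unadjusted p = 0.0217), after quantile normalization (0.71, unadjusted p = 0.0431), with array weights (unadjusted p = 0.0288), with the 2 biogroups alone (unadjusted p = 0.0251) and without AMI/S-MenSCs replicate 1 (unadjusted p = 0.018). Its other probe set, chosen after seeing the data as the one with the smallest p, gave 0.60 (unadjusted p = 0.0273). VEGFA was called with array weights (0.66, unadjusted p = 0.0408), with the replicate number as a block (unadjusted p = 0.0448) and without AMI/S-MenSCs* replicate 2 (0.80, unadjusted p = 0.0249). In all, 11 of the 13 genes of this network could be named, 5 fell, 4 rose and 2 did not pass. The study chose them on these arrays. The call of BCL6 was lost when any one array other than AMI/Placebo replicate 4 and AMI/S-MenSCs* replicates 2 and 3 was left out (unadjusted p from 0.0541 to 0.163, the highest without AMI/S-MenSCs* replicate 4) and with the mean of the cardiomyocyte markers as a covariate (-0.45, unadjusted p = 0.161). That covariate also ended the calls of GYS1 (0.45), HPGD (0.56) and CAPG (-0.57). Left out alone, AMI/S-MenSCs* replicate 3 ended them too (0.56, 0.89 and -1.06), as did AMI/S-MenSCs* replicate 1 for GYS1 (0.55) and CAPG (-1.02). So did AMI/S-MenSCs* replicate 4 and AMI/Placebo replicate 3 for HPGD (0.76 and 0.77) and CAPG (-0.90 and -1.03), and AMI/Placebo replicates 1 and 2 for CAPG (-0.98 and -1.17). No alternative ended those of LPL, CTHRC1 and YOD1.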

It is important to note that the miRTargetlink analysis also revealed interactions between *IGF1R* (DEG when AMI/Placebo and AMI/S-MenSCs groups were compared) and the three top abundant miRNAs from S-MenSCs: hsa-miR-143-3p, hsa-miR-21-5p, and hsa-let-7b-5p.

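IGF1R, the receptor of insulin-like growth factor 1, was lower in AMI/S-MenSCs than in AMI/Placebo. Its log2 value was 4.78 ± 0.437 (SD, n = 4) in AMI/Placebo and 3.96 ± 0.484 (SD, n = 4) in AMI/S-MenSCs. The log2 fold change was -0.82 (standard error 0.294, unadjusted p = 0.0143 from limma). The value did not pass without AMI/Placebo replicate 1 (-0.61, unadjusted p = 0.0579) or without AMI/S-MenSCs replicate 1 (-0.63, unadjusted p = 0.0501). The miRNAs of the secretomes were not analysed here.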

Based on orthologous genes theory [19] and using g:Orth tool every targeted gene was identified like orthologous gene in pig (data not shown).

### 2.4. Validation of Pre-Selected Transcripts

qPCR was used to validate the gene expression profiles of eleven DEGs from the previous microarray results. As shown in Figure 4, in AMI/S-MenSCs*, 17 out of 22 sample analyzed showed congruent results between transcriptomic and qPCR results. However, *BCL6, STAT3, IGFR1, CDC42* and *BMP6* expressions were not confirmed by qPCR only in one of the biogroups (Figure 4A).

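On the arrays, the 11 genes measured by qPCR included APOE, the apolipoprotein E of lipid transport, which macrophages also secrete. APOE had a log2 value of 4.76 ± 0.388 (SD, n = 4) in AMI/Placebo, 4.21 ± 0.372 (SD, n = 4) in AMI/S-MenSCs and 3.94 ± 0.55 (SD, n = 4) in AMI/S-MenSCs*. It fell in AMI/S-MenSCs* (-0.82, standard error 0.307, unadjusted p = 0.0187 from limma) and did not pass in AMI/S-MenSCs (-0.55, unadjusted p = 0.0946). CDC42, a GTPase that organizes actin and cell polarity, went from 8.65 ± 0.323 in AMI/Placebo to 8.02 ± 0.485 in AMI/S-MenSCs and 8.11 ± 0.369 in AMI/S-MenSCs* (SD). It fell in AMI/S-MenSCs (-0.63, standard error 0.286, unadjusted p = 0.045) but did not pass in AMI/S-MenSCs* (-0.53, unadjusted p = 0.0826). LIF, a cytokine of the IL-6 family, was lower in AMI/S-MenSCs* than in AMI/S-MenSCs (-0.83, standard error 0.312, unadjusted p = 0.0186). Its levels were 3.22 ± 0.595 and 2.38 ± 0.284 (SD) in AMI/S-MenSCs and AMI/S-MenSCs*. Against AMI/Placebo, LIF passed in neither treated biogroup (0.23, unadjusted p = 0.479, and -0.61, unadjusted p = 0.0733). With the mean of the cardiomyocyte markers as a covariate, APOE (-0.53, unadjusted p = 0.0967) and LIF (-0.71, unadjusted p = 0.0974) were no longer called. Without AMI/S-MenSCs replicate 1 the value of LIF was -0.55 (unadjusted p = 0.0672) and that of CDC42 -0.48 (unadjusted p = 0.126). Without AMI/S-MenSCs* replicate 3 that of LIF was -0.69 (unadjusted p = 0.0603). Without AMI/Placebo replicate 1, AMI/S-MenSCs* replicate 1 or AMI/S-MenSCs* replicate 4 the p of APOE was 0.0652, 0.0598 and 0.0626. The call of CDC42 was also lost without any one of AMI/Placebo replicates 1, 2 and 3, AMI/S-MenSCs replicate 4 and AMI/S-MenSCs* replicates 1 and 4 (unadjusted p from 0.0527 to 0.129). Other settings gained calls. APOE was called in AMI/S-MenSCs with array weights (-0.73), with the cardiomyocyte covariate (-0.73) and without AMI/S-MenSCs replicate 1 (-0.71). CDC42 was called in AMI/S-MenSCs* after quantile normalization (-0.57), with array weights (-0.67) and without AMI/Placebo replicate 4 (-0.69) or AMI/S-MenSCs* replicate 2 (-0.69). LIF was called in AMI/S-MenSCs* against AMI/Placebo with array weights (unadjusted p = 0.0471), the 2 biogroups alone (unadjusted p = 0.0465) or the replicate block (unadjusted p = 0.0335), and without AMI/Placebo replicate 3 (-0.82) or AMI/S-MenSCs replicate 1 (unadjusted p = 0.035). The qPCR values were not analysed here.

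**Figure D2:**
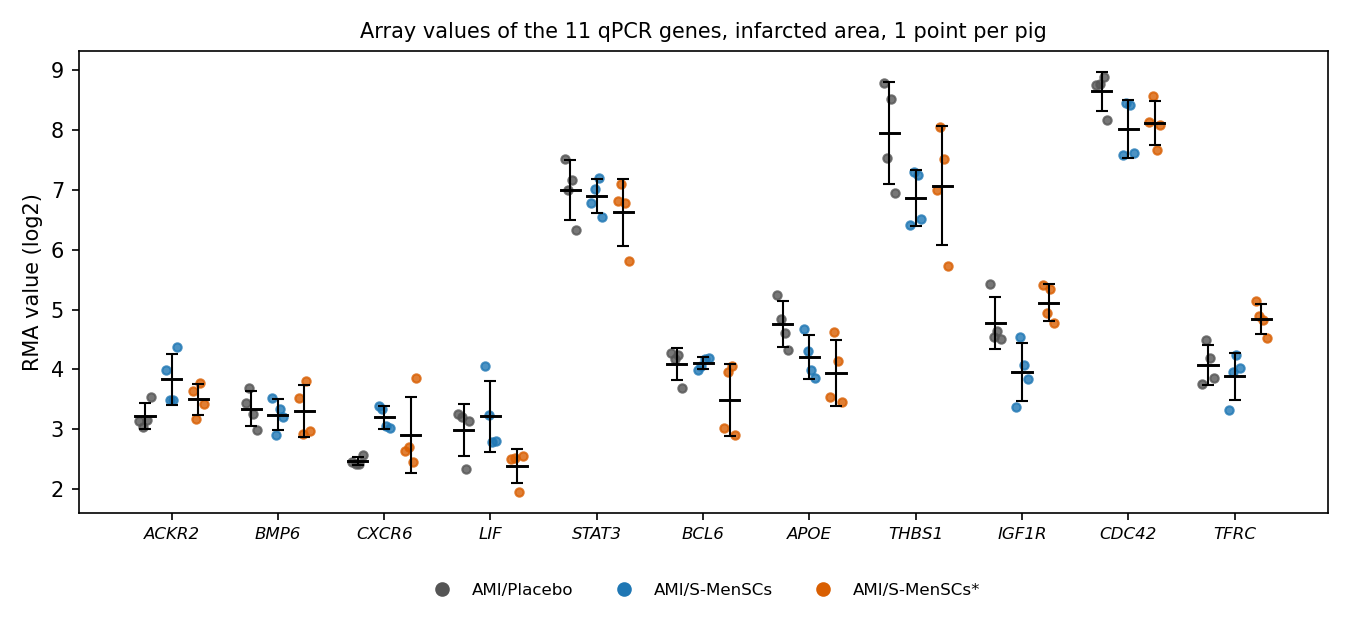
RMA log2 values of the 11 qPCR genes in the infarcted area (vertical axis), with 1 point per pig and bars for the mean and SD of 4 pigs in each biogroup. LIF lies near the lower end of the values, with a mean of 2.38 in AMI/S-MenSCs*, and CDC42 at the upper end, with 8.65 in AMI/Placebo.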

In general, a high consensus in fold changes was observed between qPCR and microarray data. Moreover, this trend was verified by linear regression analysis obtaining a significant Pearson correlation coefficient (r) (r = 0.5078, *p* value = 0.0158) (Figure 4B), thus validating the microarray results.

## 3. Discussion

A growing scientific interest has been focused on the use of secretome-derived products as therapeutic agents like isolated EVs or exosomes. Their ability to transport and transfer bioactive compounds makes them a suitable option for the treatment of very different disorders. The choice of secretome precursor cells is important because their origin determines their content and usefulness.

Based on that, we aimed to determine the therapeutic effect of these secretomes (primed or not) in a clinically relevant animal model of AMI. Moreover, considering the immunomodulatory profile of these secretomes, our interest was focused on immune-related genes expressed in the infarcted areas. It is important to note that tissue sampling was not uniquely restricted to the infarcted area, and the gene expression will also be analyzed in the remote regions of myocardium infarction. Taking into account that the administered secretomes could be distributed in the entire pericardial fluid, and that remote myocardium is directly related to left ventricular remodeling [20], our studies are currently focused on gene expression analyses in remote tissues.

Our in vivo experimental design started with a standardized endovascular model of balloon occlusion, which exhibits great similarities with the onset of AMI in humans [21]. The intrapericardial administration was performed at day 3 post-infarction. This “resting period” was necessary to ensure the animal’s survival and recovery for the subsequent surgical procedures. Moreover, according to our preclinical studies, 7 days represent an optimal timepoint to identify immunological changes and alterations of biochemical parameters in peripheral blood following the administration of the treatment [22]. Although, hematological and biochemical parameters were also analyzed in this study (data not shown), but the small sample size and the high experimental variability between animals made it difficult to obtain significant results in these unspecific parameters.

It is important to emphasize that an innovative aspect of this study is the administration route for the delivery of secretomes, which is different from previous studies using intravenous, intramyocardial, or intracoronary approaches [23,24,25]. The intrapericardial delivery of adult stem cells and EVs was previously assessed in a porcine model and was found to be safe for MSCs and cardiosphere-derived cell (CDCs) administrations [26,27]. Moreover, our group has recently demonstrated that the intrapericardial administration of EVs from CDCs triggered an M2 polarization during the acute phase of myocardial infarction [12]. In addition to being a safe and feasible access route, the intrapericardial delivery allows the diffusion of the administered therapy from epicardium to the endocardium, the most affected layer in ischemia/reperfusion injury [28].

In this study, we aimed to determine the therapeutic effect of S-MenSCs in terms of cardiac function parameters using cardiovascular magnetic resonance and gene expression analysis by microarrays. Cardiac function parameters and the expression of immune-related genes in the infarcted areas were analyzed at 7 days post-administration.

In our first set of data, although the administrations of therapies seemed to slightly improve cardiac function parameters, especially infarction size, these results were not statistically corroborated, maybe due to the small sample size (restricted by the ethical committee on animal experiments). Another limitation could be the occurrence of edema, hemorrhage, and inflammation which persists in the myocardium 7–10 days after reperfusion and can contribute to the overestimation of myocardial infarction size and underestimation of blood flow [29]. Moreover, the timeline of the present study may partly be the cause of the absence of significant changes to cardiac function parameters. Different time points for intrapericardial administrations and different time points for euthanasia may contribute to more significant results. In this sense, it is well known that the inflammatory phase starts a few hours after reperfusion and for this reason, we cannot discard that greater effects of secretomes could be observed in the early stages. Similarly, infarct healing mechanisms may still be ongoing at later time points, so cardiac magnetic resonance at 10 to 30 days may result in the improvement of cardiac function parameters. Additionally, it is important to note that, although swine models are widely used for cardiovascular disease research, the use of healthy young animals could limit the extrapolability of these results. In this context, and although the trend is very optimistic, these preliminary results require further investigation.

Regarding the transcriptomic profiling of the infarcted areas, our methodological approach with porcine microarrays allowed us to analyze thousands of genes and to compare their expression under different treatments. In our previous study, S-MenSCs treatment content and secretome from MenSCs prime with IFNγ were deeply characterized by NGS and proteomic analysis, revealing that most of the significant differences after prime cells were observed on immune-related proteins [18]. Considering the immunomodulatory capacity of these secretomes [16,17], our analysis was filtered by Gene Ontology and restricted to 571 genes classified into the “Immune Response” GO term. This analysis excludes thousands of genes involved in many different biological processes and pathways, which may have a key role in myocardial infarction [30]. Accepting that our analysis was not all-inclusive and strictly limited to immune response-related genes, here we could identify differentially expressed transcripts among the different groups.

The genes classified in the first cluster of the heatmap resulted to be down-regulated after both treatments, regardless of the use of basal or primed secretomes. 

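Of the 18 measured genes of the first cluster, 17 had a mean below AMI/Placebo in both treated biogroups, with median log2 fold changes of -0.50 in AMI/S-MenSCs and -0.66 in AMI/S-MenSCs*. Against AMI/Placebo, 6 fell in AMI/S-MenSCs and 12 in AMI/S-MenSCs*, and 1 fell in both, the Src family kinase LYN of B cells and myeloid cells. LYN had a log2 value of 3.33 ± 0.305 (SD, n = 4) in AMI/Placebo, 2.79 ± 0.219 (SD, n = 4) in AMI/S-MenSCs and 2.78 ± 0.108 (SD, n = 4) in AMI/S-MenSCs*. Its log2 fold changes were -0.54 (standard error 0.216, unadjusted p = 0.0254 from limma) and -0.55 (standard error 0.216, unadjusted p = 0.0231). Others that fell in AMI/S-MenSCs* were PNP, an enzyme of purine salvage, and TNFSF8, the ligand of CD30, with unadjusted p of 0.0483 and 0.0466. GCNT3, a glycosyltransferase of mucins, fell in AMI/S-MenSCs (unadjusted p = 0.0383). Whether genes that fell in 1 biogroup differ in response from the other was tested between the biogroups, where 2 of the 18 passed, TYROBP and BCL6, both lower in AMI/S-MenSCs*. The 2 comparisons share the AMI/Placebo arrays. Across 10904 genes, which are not independent replicates, their log2 fold changes had a correlation of 0.263, against 0.501 in simulated unchanged groups that share controls. With the AMI/Placebo arrays split 2 and 2 between the comparisons it was -0.139 (from -0.341 to -0.0272 over 6 splits). Without shared arrays the fold changes of the 2 comparisons thus did not go together across genes. In all, 22 genes fell in both, of 200 lower in AMI/S-MenSCs and 140 in AMI/S-MenSCs*, where independent falls would share 2.57. The mean in such simulated groups was 62.2. Likewise 16 rose in both, of 284 and 213, against 5.55 for independent rises and a simulated mean of 62.7. These counts also depend on how many genes pass in each comparison, so they do not decide whether the 2 biogroups share a response. The calls of LYN were lost in both without AMI/Placebo replicate 1, 2 or 3 (unadjusted p from 0.0554 to 0.069). In AMI/S-MenSCs it was also lost without its replicate 2 (unadjusted p = 0.0671) or 4 (unadjusted p = 0.0657), and in AMI/S-MenSCs* also without its replicate 1 (unadjusted p = 0.0523) and with the mean of the cardiomyocyte markers as a covariate (-0.41, unadjusted p = 0.0975). The names of the cluster were read from the picture, and the study chose its genes on these arrays. The paper states that these genes were down-regulated whether the secretome was basal or primed, and that many mechanisms were left unaltered by the priming.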

Although the secretome content is supposed to be different between primed and basal MenSCs, a lot of mechanisms remained unaltered after priming cells with TNFα and INFγ. Although some of the differentially expressed genes may deserve a proper discussion, we will only focus on two of them. For example, a decrease of CXCR3 in the infarcted areas of treated animals was observed. This molecule is a chemokine receptor that binds inflammatory chemokines (CXCL9, CXCL10, CXCL11) and it was found to be expressed in immune and endothelial cells being involved in the homing of Th1 cells [31,32,33]. Moreover, thrombospondin-1, the THBS1 gene product, is a ligand of the immunoregulatory receptor CD47. 

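CXCR3, the receptor of the chemokines CXCL9, CXCL10 and CXCL11 on T and NK cells, had a log2 value of 4.00 ± 0.723 (SD, n = 4) in AMI/Placebo. In AMI/S-MenSCs it was 3.54 ± 0.364 (SD, n = 4) and in AMI/S-MenSCs* 3.29 ± 0.171 (SD, n = 4). CXCR3 fell in AMI/S-MenSCs* (-0.72, standard error 0.323, unadjusted p = 0.044 from limma). The value in AMI/S-MenSCs, -0.46 (standard error 0.323, unadjusted p = 0.172), did not pass, and the treated biogroups did not differ (-0.25, unadjusted p = 0.45). Of its ligands, CXCL9, induced by interferon gamma, rose in AMI/S-MenSCs* (0.71, unadjusted p = 0.033). In AMI/S-MenSCs*, CXCR3 was not called without AMI/Placebo replicate 3 (-0.61, unadjusted p = 0.11) or 4 (-0.42, unadjusted p = 0.162), AMI/S-MenSCs replicate 2 (unadjusted p = 0.0505) or AMI/S-MenSCs* replicates 1, 2 or 3 (unadjusted p from 0.0735 to 0.085), after quantile normalization (unadjusted p = 0.064) or with the cardiomyocyte covariate (unadjusted p = 0.0963). CXCL9 was not called without AMI/Placebo replicate 1 (0.67) or 4 (0.54) or AMI/S-MenSCs* replicate 1 (0.52) or 3 (0.67). With the interquartile range of each array as a covariate, chosen after seeing the data, CXCR3 passed in AMI/S-MenSCs (-0.76, unadjusted p = 0.0191). The platform table lists its symbol with 2 Entrez identifiers.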

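THBS1, which encodes thrombospondin-1, a matrix protein of platelets and wounds that inhibits angiogenesis and activates TGF-beta, was lower in AMI/S-MenSCs. Its log2 value was 7.95 ± 0.853 (SD, n = 4) in AMI/Placebo, 6.87 ± 0.467 (SD, n = 4) in AMI/S-MenSCs and 7.07 ± 0.995 (SD, n = 4) in AMI/S-MenSCs*. THBS1 fell by 1.07 on the log2 scale in AMI/S-MenSCs (standard error 0.49, unadjusted p = 0.046 from limma), and the value in AMI/S-MenSCs*, -0.88 (unadjusted p = 0.0955), did not pass. The call was lost after quantile normalization (unadjusted p = 0.0534), and the value was -0.52 (unadjusted p = 0.199) with the interquartile range of each array as a covariate, chosen after seeing the data. It was also lost without AMI/Placebo replicate 1 (-0.80, unadjusted p = 0.144) or 3 (-0.88, unadjusted p = 0.122), AMI/S-MenSCs replicate 1 (-0.92, unadjusted p = 0.11) or 4 (-0.96, unadjusted p = 0.103), and AMI/S-MenSCs* replicate 1 (unadjusted p = 0.0558) or 3 (unadjusted p = 0.0516). In AMI/S-MenSCs*, THBS1 was called with array weights (-1.09, unadjusted p = 0.0205), with the replicate number as a block (unadjusted p = 0.0422) and without AMI/Placebo replicate 4 (-1.21, unadjusted p = 0.0282) or AMI/S-MenSCs* replicate 2 (-1.20, unadjusted p = 0.0297).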

A decrease in the expression could reduce the transendothelial migration of neutrophils, monocytes, and other leukocytes in the infarcted myocardium as well as the lymphocyte response [34]. Both genes participate in the recruitment of inflammatory cells to the infarction site, so their downregulation may reduce the excessive recruitment of leukocytes and adverse inflammatory reactions [35]. Similarly, both genes are related to angiogenesis, where their down-regulation improves angiogenesis after myocardial infarction [36,37].

On the other hand, the genes classified in the second cluster were up-regulated after S-MenSCs treatment, such as CXCR6, ACKR2, and BMP6 (among others). 

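CXCR6, the receptor of CXCL16 on effector T and NK cells, and ACKR2, a scavenger of inflammatory CC chemokines, rose in AMI/S-MenSCs. CXCR6 went from a log2 value of 2.47 ± 0.072 (SD, n = 4) in AMI/Placebo to 3.20 ± 0.191 (SD, n = 4), each AMI/S-MenSCs pig lying above each AMI/Placebo pig. This is a log2 fold change of 0.73 (standard error 0.279, unadjusted p = 0.0205 from limma). The biogroups lay so apart in 2.73% of all genes in this comparison, where chance gives 2.86%. The AMI/Placebo mean of CXCR6 lay below the median of all probe sets, 2.78, and dim genes in general were higher in AMI/S-MenSCs. ACKR2 rose by 0.61 (standard error 0.25, unadjusted p = 0.0279), from 3.22 ± 0.217 to 3.83 ± 0.427 (SD). In AMI/S-MenSCs* neither passed against AMI/Placebo (CXCR6 0.44, unadjusted p = 0.135, and ACKR2 0.28, unadjusted p = 0.284), nor did the difference between the treated biogroups (-0.29, unadjusted p = 0.322, and -0.34, unadjusted p = 0.201). BMP6, a bone morphogenetic protein, had values of 3.35 ± 0.298, 3.24 ± 0.26 and 3.31 ± 0.433 (SD) in AMI/Placebo and in those given S-MenSCs and S-MenSCs*. Its log2 fold changes of -0.10 (unadjusted p = 0.697) and -0.04 (unadjusted p = 0.883) did not pass. Another probe set of BMP6, chosen after seeing the data as the one with the smallest p, gave 0.64 (unadjusted p = 0.0334) in AMI/S-MenSCs and 0.68 (unadjusted p = 0.0251) in AMI/S-MenSCs*. The mean log2 value of that probe set was 2.11, below the median of all probe sets. With the interquartile range of each array as a covariate, also chosen after seeing the data, CXCR6 (0.51, unadjusted p = 0.071) and ACKR2 (0.49, unadjusted p = 0.0744) were not called. ACKR2 was not called without AMI/Placebo replicate 1, 2 or 3 or AMI/S-MenSCs replicate 1 (unadjusted p from 0.0565 to 0.067) or without AMI/S-MenSCs replicate 4 (0.43, unadjusted p = 0.102). Between the treated biogroups CXCR6 was called without AMI/S-MenSCs* replicate 4 (-0.60, unadjusted p = 0.013).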

In the case of CXCR6 (chemokine receptor for CXCL16), a recent publication has reviewed the contribution of chemokines and their receptors in myocardial infarction [38]. In vivo experiments using CXCR6 knock-out mice have demonstrated that the disruption of the CXCL16/CXCR6 signaling had a cardioprotective effect against ischemia-reperfusion injury [39]. Additionally, CXCR6 knock-out mice demonstrated that CXCR6 could reduce the infarct size by reducing the infiltration of IL17a producing iNKT cells [40]. In the case of ACKR2, this molecule is a scavenging receptor for inflammatory cytokines and was found to be involved in the resolution of acute inflammation [41]. In myocardial infarction, ACKR2 was shown to prevent excessive infiltration of monocytes and neutrophils reducing adverse cardiac remodeling [42]. 

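The genes of chemokines as a group were higher in AMI/S-MenSCs than in AMI/Placebo. Of 26 measured chemokines, 22 had a positive log2 fold change, 4 rose and 22 did not pass the test. Their median was 0.11 (camera, adjusted p = 0.011; adjusted p = 0.594 with an estimated correlation). CCL27, which draws T cells to skin, rose by 0.71 (unadjusted p = 0.0194 from limma), CCL25, a ligand of CCR9, by 0.63 (unadjusted p = 0.0203). CCL19, a ligand of CCR7, and CCL26, an eotaxin, rose with unadjusted p of 0.0486 and 0.0462. CCL19 was highest in AMI/S-MenSCs replicate 1, at 3.65, the other pigs of that biogroup lying between 2.64 and 2.92. CCL27, CCL25 and CCL19 had means of 2.73, 2.46 and 2.67, below the median of all probe sets, and 12 of the 26 chemokines lay above it. Dim genes in general were higher in this comparison, with a correlation across genes of -0.44 between fold change and mean level. In AMI/S-MenSCs* the chemokines were lower than in AMI/S-MenSCs, where 3 fell, CCL25 (-0.68, unadjusted p = 0.0127), CCL27 (-0.73, unadjusted p = 0.0169) and the neutrophil chemokine CXCL2 (unadjusted p = 0.0445). Their median was -0.25 (adjusted p = 0.00916; adjusted p = 0.224 with an estimated correlation). Adjusted over the list alone, 0 chemokines passed in either comparison. The mean of the list over pigs, around the mean of each gene, was -0.067 ± 0.112 (SD) in AMI/Placebo, 0.175 ± 0.17 in AMI/S-MenSCs and -0.108 ± 0.0898 in AMI/S-MenSCs*. The exact permutation p, two-sided, was 0.0571 for AMI/S-MenSCs against AMI/Placebo and 0.0286, the smallest that 4 pigs against 4 allow, for AMI/S-MenSCs* against AMI/S-MenSCs. The 13 chemokine receptors as a group did not pass in any comparison (adjusted p = 0.444 in AMI/S-MenSCs and 0.936 in AMI/S-MenSCs*, both against AMI/Placebo, and 0.407 between the treated biogroups). Of 24 genes of the TNF and NF-kappa B response, 3 were lower in AMI/S-MenSCs* than in AMI/S-MenSCs, among them PTX3, a soluble pattern recognition protein (-0.83, unadjusted p = 0.00501), and 1 was higher. PTX3 had a mean of 1.8, below the median level of all probe sets, and 12 of the 24 lay above that level. The median log2 fold change of the list was -0.31 (adjusted p = 0.00918, and 0.224 with an estimated correlation). Its exact permutation p over pigs was 0.143. In the comparison of AMI/S-MenSCs* with AMI/S-MenSCs, all 20 cardiomyocyte markers had a positive log2 fold change, and with their mean as a covariate the adjusted p was 0.201 for chemokines and 0.305 for the TNF and NF-kappa B response. Without AMI/S-MenSCs replicate 1 the adjusted p of the chemokines was 0.0631 against AMI/Placebo and 0.0662 between the treated biogroups, and without AMI/Placebo replicate 4 it was 0.0749. That of the TNF and NF-kappa B response was 0.119 without AMI/S-MenSCs replicate 3 and 0.0605 and 0.0629 without AMI/S-MenSCs* replicates 3 and 4. Against AMI/Placebo, CCL27 was not called without AMI/S-MenSCs replicate 1 (0.49, unadjusted p = 0.0682), nor CCL25 without AMI/Placebo replicate 2 (0.50, unadjusted p = 0.0696) or AMI/S-MenSCs replicate 2 (0.50, unadjusted p = 0.069) or 3 (0.56, unadjusted p = 0.0527). Against AMI/S-MenSCs, CCL27 was not called without AMI/S-MenSCs replicate 1 (-0.51, unadjusted p = 0.0593) or AMI/S-MenSCs* replicate 2 (-0.59, unadjusted p = 0.0577).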

Based on that, our results may suggest that the increase of CXCR6 and ACKR2 receptors in the infarcted areas of AMI/S-MenSCs could be associated with a chemokine clearance, which may reduce excessive recruitment of inflammatory cells. Regarding the BMP6 release observed in the infarcted areas of animals treated with S-MenSCs*, previous studies have demonstrated that the BMP family is involved in angiogenesis and neovessel formation [43]. Additionally, BMP6 expression was found to be decreased in myocardial infarction and considered as a marker of recurrence [44]. Here, we hypothesize that, as it occurs in ischemia-induced brain damage [45], the increase of BMP6 may reduce ischemia/reperfusion injury by inhibiting apoptotic pathways.

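TFRC, the transferrin receptor that brings iron into cells, was higher in AMI/S-MenSCs* than in the other biogroups. Its log2 value was 4.85 ± 0.251 (SD, n = 4) in AMI/S-MenSCs*, 4.08 ± 0.34 (SD, n = 4) in AMI/Placebo and 3.88 ± 0.394 (SD, n = 4) in AMI/S-MenSCs. Each AMI/S-MenSCs* pig lay above each pig of the other biogroups. Biogroups lay so apart in 1.99% of all genes against AMI/Placebo and 3.54% against AMI/S-MenSCs, where chance gives 2.86% in each. TFRC rose by 0.77 against AMI/Placebo (standard error 0.257, unadjusted p = 0.00964 from limma) and by 0.96 against AMI/S-MenSCs (standard error 0.257, unadjusted p = 0.00221). No alternative ended either call. IGF1R, the receptor of insulin-like growth factor 1, was 5.12 ± 0.308 (SD) in AMI/S-MenSCs*. It was higher than in AMI/S-MenSCs by 1.16 (standard error 0.294, unadjusted p = 0.00149), a call that no alternative ended, and did not pass against AMI/Placebo (0.34, unadjusted p = 0.271). Heart muscle genes moved the same way. Of 20 cardiomyocyte markers, 16 were higher in AMI/S-MenSCs* than in AMI/S-MenSCs and 13 when adjusted over the list alone, with a median of 1.69 (camera, adjusted p = 1.53e-16; adjusted p = 0.224 with an estimated correlation). Among them were CSRP3, a sarcomere protein of stretch sensing (3.79, unadjusted p = 0.00631), ATP2A2, the calcium pump of the sarcoplasmic reticulum (1.19, unadjusted p = 0.00361), and its inhibitor PLN (1.70, unadjusted p = 0.00612). The exact permutation p of the mean of the cardiomyocyte list over pigs, two-sided, was 0.114.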

In the cluster of up-regulated genes in animals treated with S-MenSCs*, genes such as TFRC or IGF1R were identified. Although only a few studies have been focused on the relationship between myocardial infarction and TFRC expression, preclinical studies using TFRC knock-out mice have demonstrated that these animals had a loss of cardiac function, cardiomegaly, and mitochondrial anomalies [46]. Therefore, the increase of TFRC in the infarcted areas may demonstrate a therapeutic, or at least palliative effect of these secretomes. On the other hand, IGF1R, through the IGF1-IGF1R system, modulates the proliferation of myocytes after myocardial infarction. Changes in IGF1R can be observed in myocytes shortly after infarction, and their activation has been demonstrated to reduce the apoptosis/necrosis of cells during ischemia/reperfusion injury [47,48].

Once the immune-related genes in the infarcted areas of animals were characterized, we aimed to establish the biological networks between the differentially expressed transcripts and the miRNAs identified in the secretomes. This analysis was performed on the top-ten abundant miRNAs previously identified in S-MenSCs and S-MenSCs*. Interestingly, our results demonstrated that some genes related to the GO category Immune response were found to be targets of various top-ten miRNAs. One of these pathways has been described using preconditioning cells in the treatment of myocardial infarction, where miR-21 is a regulator of STAT3 signaling improving cardiac function parameters [49].

Regardless, the relation between miRNAs in secretomes and the decrease/increase of target genes will require further confirmation. In this sense, to better detect cause–effect signatures, it will be interesting to evaluate miRNA-based therapies in animal models using some of the most relevant miRNAs detected in secretomes.

## 4. Materials and Methods

### 4.1. Study Design

All the experimental procedures involving animals were validated by the Ethics Committee on Animal Experiments of the Jesús Usón Minimally Invasive Surgery Centre, following the recommendations outlined by the local government (Junta de Extremadura), and the EU Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes.

Female Large White pigs (*n* = 12), weighing 36.68 ± 5.18 kg at the beginning of the study, were used for the myocardial infarction model creation. During the procedures, the animals were housed in the animal facility of the Jesús Usón Minimally Invasive Surgery Centre and their final destination was euthanasia. The sacrifice was performed under deep anesthesia through an intravenous administration of 2 mmol/kg of KCl.

The animals used for myocardial infarction model creation were randomly distributed into three groups according to the administered treatment: AMI/Placebo (*n* = 4), AMI/S-MenSCs (*n* = 4), and AMI/S-MenSCs* (*n* = 4). The protocol time points between the infarction model creation to the tissue analysis are schematized in Figure 5.

### 4.2. Isolation, Preconditioning, and Characterization of S-MenSCs

This procedure was approved by the Minimally Invasive Surgery Centre Research Ethics Committee (approval number: 017/16) and performed following its ethical guidelines. To participate in the study, the female donors signed an informed consent form.

S-MenSCs were collected from the MenSCs culture medium, then concentrated and characterized according to previously described protocols [16,50]. Briefly, the cells were isolated from the menstrual blood of four healthy women aged up to 40 years. Samples were collected on day 2 or 3 of the menstrual cycle in a menstrual cup, diluted 1:2 in PBS, and centrifuged at 450× *g* for 10 min. The supernatant was discarded, and the pellet was resuspended in Dulbecco’s Modified Eagle’s medium (DMEM) (Merck-MilliporeSigma, Burlington, MA, USA) (containing 10% fetal bovine serum (FBS) (Thermo Fisher Scientific, Waltham, MA, USA), 1% penicillin/streptomycin, and 1% glutamine). Subsequently, cells were cultured in a tissue culture flask (Thermo Fisher Scientific) and expanded at 37 °C and 5% CO_2_. Nonadherent cells were removed after 24 hr. Adherent cells were in vitro expanded up to a confluence of 80%, and passages 5–6 were used for secretome collection.

For phenotypic analysis of MenSCs, the expression levels of CD29, CD44, CD73, CD90, CD105, CD117, CD14, CD20, CD31, CD34, CD45, CD80, and HLA-DR were detected by flow cytometry (BD FACSCalibur, USA). Oil Red O, Alcian Blue, and Alizarin Red S staining (Thermo Fisher Scientific) were performed to evidence adipogenic, chondrogenic and osteogenic differentiation, respectively. Cells were analyzed at passages 3–4.

The cells with confluency up to 80% were primed with 100 ng/mL human IFNγ Recombinant Protein and TNFα (Miltenyi Biotec Inc., Auburn, CA, USA) in DMEM with 10% FBS and 1% penicillin/streptomycin for 3 days. Then, this standard culture medium was replaced by S-MenSCs concentration medium compounds by DMEM with 1% insulin–transferrin–selenium (Thermo Fisher Scientific) after rinsing three times with PBS. After 4 days, the supernatants were collected, centrifuged at 1000× *g* for 10 min and 5000× *g* for 20 min at 4 °C to eliminate dead cells and debris. Supernatants were then filtered using firstly 450 nm pore size sterile cellulose acetate filters, followed by 200 nm pore size filters. Then, 3 kDa MWCO Amicon Ultra devices (Merck-MilliporeSigma) were used to concentrate up to 15 mL filtered supernatants, by centrifugation at 4000× *g* for 60 min at 4 °C. The obtained concentrated supernatants were collected, characterized, and stored at −80 °C for the subsequent analyses. Particle concentration, size profile and phenotype of the vesicles in the S-MenSC and S-MenSC* samples were analyzed by nano-flow cytometry (nFC) as previously described by our group. The miRNome was characterized by Next-Generation Sequencing (NGS) and the datasets are deposited in Sequence Read Archive (SRA) data with the accession number PRJNA664968 [18].

### 4.3. AMI Model Creation and Monitoring

AMI model was generated using a closed chest reperfused myocardial infarction technique, following the procedure previously published by our group [51]. During the procedure, all animals were anesthetized, monitored, and medicated to prevent animal suffering and control protocol deviations. Briefly, access to the left anterior descending coronary artery was achieved with a guiding catheter inserted via the right femoral artery. Coronary occlusion was performed with a percutaneous transluminal coronary angioplasty balloon catheter (typically 3 mm × 10 mm, Ryujin Plus, Terumo) for 90 min.

Cardiac magnetic resonance exams were performed before the administration of secretomes (72 h after myocardial infarction) and at the end of the study (7 days after administration). All studies were conducted with Intera 1.5 T equipment (Philips Medical Systems, Best, The Netherlands) and the image acquisition protocol as previously described [51].

### 4.4. Intrapericardial Administration

Intrapericardial administration was the chosen route for treatment administration. Animals were anesthetized and monitored during the procedure as previously described [12]. The access route to the pericardium was by a lateral mini-thoracotomy with an incision on the fourth or fifth intercostal space to expose the pericardial sac. After incision, and with the help of a rib retractor, delicate traction is exerted in the pericardium to allow the introduction of an Abbocath-T 20G catheter (Hospira, Lake Forest, IL, USA) within it. Treatment was delivered slowly in the pericardial space while checking for the appearance of arrhythmias (Figure S1).

Animals received the treatment in a total volume of 5 mL. AMI/Placebo group (*n* = 4) received concentration medium (DMEM + 1% ITS), AMI/S-MenSCs group (*n* = 4) received a total of 9.16 mg S-MenSCs proteins per animal, and AMI/S-MenSCs* group (*n* = 4) received a total of 9.16 mg S-MenSCs* proteins per animal, both diluted in concentration medium. Immediately after administration, the incision was sutured in layers and the animals were allowed to recover.

### 4.5. Tissue Collection and RNA Isolation

Previous to tissue collection, animals were euthanized by an intravenous lethal dose (2 mmol/kg) of KCl while under deep anesthesia. Immediately after, hearts were extracted by thoracotomy and washed with PBS to remove residual blood. Each intact heart was divided into short-axis ices, of which, a mid-ventricular section was selected to obtain tissue samples (Figure 6A). Following the criteria established by Galati G. [52], the mid-ventricular section was, in turn, segmented in nine samples depending on the heart anatomy: four from the left ventricular walls (anterior, inferior, anterolateral, and inferolateral), three from the interventricular septum (anterior, medium, and posterior), and two from the right ventricular walls (anterolateral and inferolateral) (Figure 6B). Sample from the anterior left ventricular wall (infarct area) was selected for RNA extraction. This tissue was minced and collected in Allprotect Tissue Reagent (Qiagen, Hilden, Germany) at −20 °C to preserve RNA integrity until the day of isolation.

RNA was isolated with PureLink RNA Mini Kit (Thermo Fisher Scientific), using TRIzol reagent. RNA concentration and quality were determined by Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). All samples were optimal for microarray experiments and qPCR.

### 4.6. Microarray Expression Analysis

RNA from tissue samples was reverse-transcribed, labeled, and hybridized using Affymetrix GeneChip WT Pico Reagent Kit (Thermo Fisher Scientific) according to the user guide. Data generation was assessed by scanning GeneChip Porcine Gene 1.1 ST Array Plate in a Gene Titan Affymetrix microarray platform. Files were pre-processed for background correction and normalization using Robust Multichip Average (RMA) methodology [53] implemented in the rma function of Bioconductor package oligo [54] resulting in 27,558 features from 12 samples for downstream analysis. Array probes were annotated to genes according to PorGene-1_1-st-v1 annotation, Release 36 provided by the manufacturer.

Multiple comparisons were performed, and *p* values were calculated. The inter- and intra-variability of study groups, as well as limitations in terms of sample size, made it difficult to reach a statistically significant difference using the False Discovery Rate (FDR) approach. Transcripts with *p* values < 0.05 (without FDR optimization) were considered differentially expressed and selected for subsequent analysis and validations by qPCR. Additionally, this analysis was also restricted to transcripts clustered in the *Immune response* (GO:0006955) term, included in Biological Process (GO BP) from Gene Ontology Resource and filtered by *Sus scrofa* organism. Finally, these selected genes were clustered in a heatmap and a principal component analysis (PCA) using the ClustVis online tool [55]. The microarray data have been deposited in Gene Expression Omnibus (GEO) database with the GEO Submission GSE171740.

### 4.7. Networks of miRNA and Gene Interactions

S-MenSCs and S-MenSCs* miRNome data were obtained from Sequence Read Archive (SRA) database with the accession number 215 PRJNA664968 (Table S1). The top-ten of more expressed miRNAs for both secretomes were selected and gene-targeted analysis was performed using miRTargetLink web tool (https://ccb-web.cs.uni-saarland.de/mirtargetlink/, accessed on 22 February 2022). Only genes with strong experimental evidence were considered. These genes were translated into their orthologue in pig using g:Profiler [56] based on the information retrieved from the Ensembl database. Output data were compared with differentially expressed genes (DEGs) in pig heart tissue. The network between the top-ten expressed miRNAs in secretomes and the DEGs in pig heart tissue was represented using Cytoscape 3.7.2. software [57].

### 4.8. qPCR Analysis for Validation of Pre-Selected Transcripts

According to the bibliography, nine transcripts were selected for validation of transcriptomic results by qPCR. For each sample, 1 µg of isolated RNA was used for cDNA synthesis using iScript Reverse Transcription Supermix (BioRad, Hercules, CA, USA), according to the manufacturer’s instructions. Following retrotranscription, amplification was performed with commercial TaqMan Gene Expression Assays probes (Thermo Fisher Scientific) (Table S2) and TaqMan Fast Advanced Master Mix (Thermo Fisher Scientific), following the protocol provided by the manufacturer. Templates were amplified and recorded in a QuantStudio 3 Real-Time PCR System (Thermo Fisher Scientific). qPCR products were analyzed in the Thermo Fisher Cloud, normalized using the RPS3 gene, and quantified using the 2−ΔΔCt method. RPS3 gene was chosen as an endogenous gene because of its stable expression in microarray results with a low coefficient of variation (CV) and high expression levels [58].

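RPS3, a protein of the small ribosomal subunit, had a mean log2 value of 11.0 over the 12 arrays and a CV of 17.8% on the linear scale. Its log2 value was 11.17 ± 0.2 (SD, n = 4) in AMI/Placebo, 11.02 ± 0.38 (SD, n = 4) in AMI/S-MenSCs and 10.90 ± 0.071 (SD, n = 4) in AMI/S-MenSCs*. The log2 fold changes against AMI/Placebo, -0.15 (unadjusted p = 0.514 from limma) and -0.27 (unadjusted p = 0.251), did not pass. Of 15 genes with a mean no more than 1 log2 unit below that of RPS3, 3 had a lower CV. As a group, 22 genes of ribosomal proteins were lower in AMI/S-MenSCs* than in AMI/Placebo, with a median of -0.40, and 3 fell, RPL4 (-0.74, unadjusted p = 0.0141), RPS2 (-0.55, unadjusted p = 0.044) and RPL7 (-0.68, unadjusted p = 0.0458). Of them, 0 passed when adjusted over the list alone. For the list, camera gave an adjusted p of 2.92e-10 (adjusted p = 0.262 with an estimated correlation). The exact permutation p of its mean over pigs, two-sided, was 0.0286, the smallest that 4 pigs against 4 allow. Without AMI/S-MenSCs* replicate 3 the values of RPL4 (-0.56, unadjusted p = 0.0551), RPS2 (-0.44, unadjusted p = 0.125) and RPL7 (-0.39, unadjusted p = 0.18) were not called, and with the mean over all probe sets of a gene RPL4 was -0.16 and RPL7 -0.26. RPS2 was also not called without any one array of AMI/Placebo or AMI/S-MenSCs* replicate 2 or 4 (unadjusted p from 0.058 to 0.099), and RPL7 was not called without AMI/Placebo replicate 1, 2 or 3 or AMI/S-MenSCs replicate 4 (unadjusted p from 0.0502 to 0.135). All 20 cardiomyocyte markers had a positive log2 fold change in this comparison.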

### 4.9. Statistical Analysis

Cardiac magnetic resonance data were statistically analyzed with GraphPad Prism 6 software. Differences between biogroups were calculated using the Kruskal–Wallis and Mann–Whitney U tests, and intragroup comparisons were determined with the Wilcoxon paired samples test.

Modeling for biogroups, linear regression for DEG analysis from normalized expression arrays were calculated and refined after model fitting, corrected for multiple testing by Benjamini–Hochberg using of Bioconductor R package Limma [59].

Normal distribution of qPCR results was assessed using the Shapiro–Wilk test, and correlation between qPCR and transcriptomics results was calculated with a Pearson coefficient correlation. All *p* values < 0.05 were considered statistically significant.

## 5. Conclusions

In summary, the methodology of this study allowed us to evaluate the cardiac function of treated and untreated animals and to identify thousands of transcripts expressed in the infarcted areas of a porcine model. Here, we identified a panel of immune-related genes that were modified in the infarcted myocardium using S-MenSCs and S-MenSCs* as therapeutic agents. Finally, we found that some of the DEGs were targets for the top abundant miRNAs detected in the secretome of MenSCs. Altogether, our transcriptomic analysis provides some clues to fathom the role of secretomes from MSCs as therapeutic agents for myocardial infarction.

## Figures and Tables

**Figure 1:**
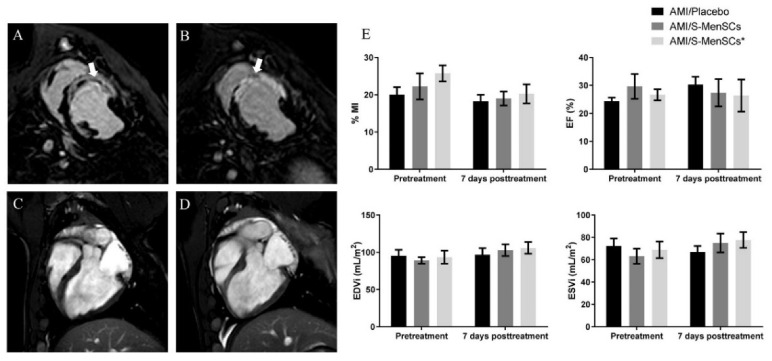
Cardiac function parameters. Myocardial infarction percentage (%MI), ejection fraction (EF), end-diastolic volume (EDV), and end-systolic volumes (ESV) were evaluated by cardiac magnetic resonance just before treatment administration and 7 days after therapy in all biogroups. (**A**–**D**) Representative images for A and B delayed enhancement, short-axis view before treatment (**A**) and after one week (**B**) were obtained. The infarcted area is indicated by white arrows. Dark areas within the hyperenhancement represent microvascular obstruction, typical of the early stages of the model. Four Chamber views obtained before treatment (**C**) and at one week (**D**). All images correspond to the same animal. (**E**) Bar graphs represent the mean of each parameter (±standard error) before and after treatment.

**Figure 2:**
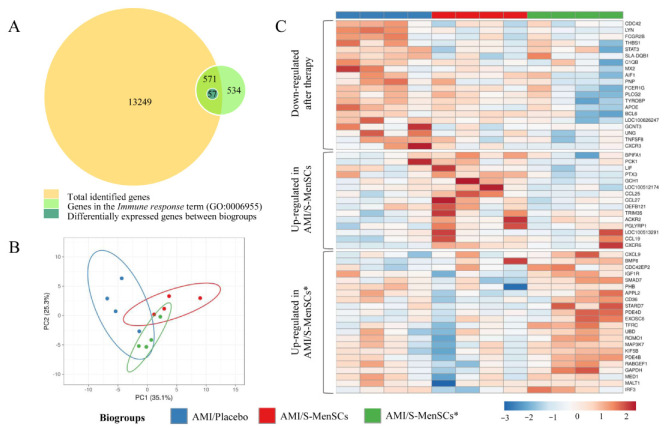
DEGs in infarcted tissue related with *Immune response* term (GO:0006955). (**A**) The BioVenn diagram represents the overlap between different gene subsets. The yellow circle represents total genes identified in cardiac tissue by microarray data analysis; the green circle represents genes associated to the *Immune response* term (GO:0006955) in *Sus scrofa* species; the blue circle represents all DEGs between biogroups, which are clustered in the Immune response term. (**B**) PCA analysis of all DEGs in cardiac tissue related to the *Immune response* term. Unit variance scaling is applied to rows; singular value decomposition (SVD) with imputation is used to calculate principal components. X and Y axis show principal component 1 and principal component 2 that explain 25.3% and 35.1% of the total variance, respectively. Prediction ellipses are such that with a probability of 0.95, a new observation from the same group will fall inside the ellipse. (**C**) The heatmap shows different expressions of all DEGs, and it is divided into three clusters: down-regulated after therapy (S-MenSCs or S-MenSCs* administration), up-regulated in AMI/S-MenSCs, and up-regulated in AMI/S-MenSCs*. DEGs: differentially expressed genes with *p* value < 0.05 without FDR optimization.

**Figure 3:**
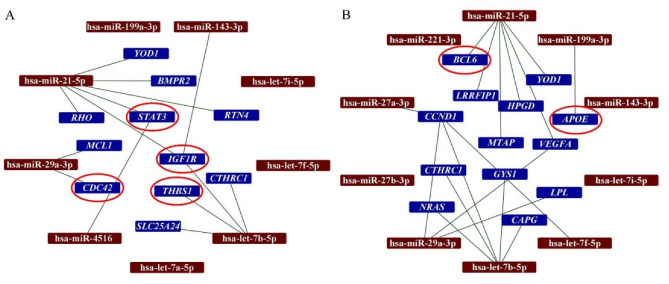
Networks between miRNAs in secretomes and DEGs in cardiac tissue. The miRTargetLink analysis was performed on the ten top-abundant expression miRNAs in S-MenSCs (**A**) and S-MenSCs* (**B**). Interaction networks between miRNAs and target genes that are differentially expressed in AMI/S-MenSCs (**A**) and AMI/S-MenSCs* (**B**) infarcted tissues. The red circles represent DEGs related to the *Immune System* GO term. DEGs: differentially expressed genes with *p* value < 0.05 without FDR optimization.

**Figure 4:**
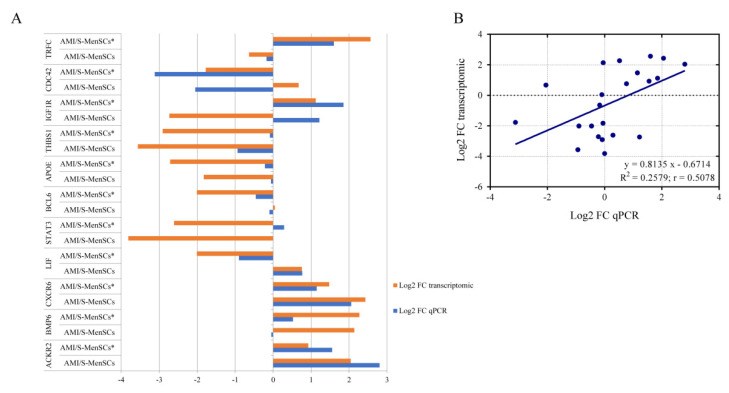
Validation of microarray results by qPCR. (**A**) The column bar graph represents the fold change expression of eleven pre-selected genes in infarcted tissue assessed by microarray data analysis (orange bars) and by qPCR experiments (blue bars). (**B**) The scatter plot shows the fold change correlation between transcriptomic results obtained by microarray analysis and qPCR results of eleven pre-selected genes. Microarray and qPCR data were log-transformed and blue line represents lineal regression. R^2^ = coefficient of determination; r = Pearson correlation coefficient.

**Figure 5:**
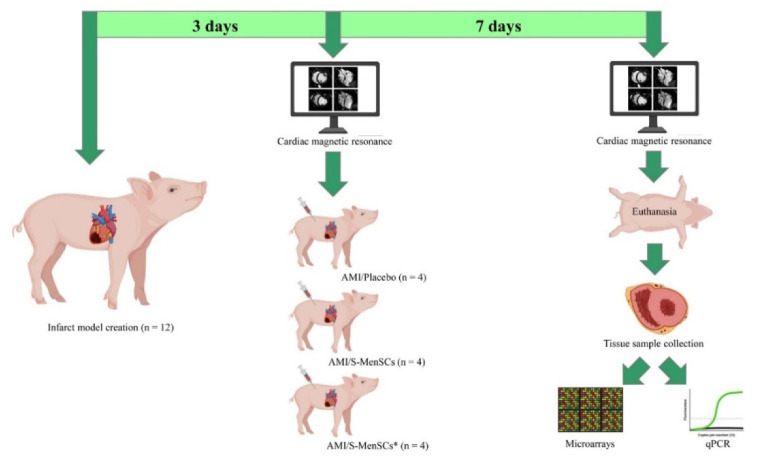
Study design. Three days after infarct model creation, cardiac function parameters were evaluated by cardiac magnetic resonance. Immediately, the animals were divided into three biogroups and subjected to the intrapericardial administration of: AMI/Placebo that received culture medium; AMI/S-MenSCs that received S-MenSCs; and AMI/S-MenSCs* that received S-MenSCs*. 7 days after therapy, the animals were evaluated again by cardiac magnetic resonance immediately before euthanasia. Explanted hearts were sectioned following heart anatomy and the corresponding infarcted samples were collected to perform microarrays and qPCR analysis. Images have been created with BioRender (https://app.biorender.com/, accessed on 17 March 2022). S-MenSCs: secretome from endometrial-derived mesenchymal stromal cells; S-MenSCs*: secretome from endometrial-derived mesenchymal stromal cells primed with IFNγ and TNFα; AMI: acute myocardial infarction.

**Figure 6:**
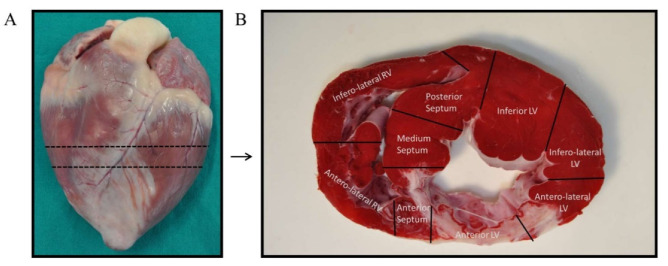
Tissue samples collection. (**A**) The intact heart was sectioned in its short-axis plane at the mid-ventricle. (**B**) The mid-ventricular slice was divided into nine sections following heart anatomy: four from the left ventricular walls (anterior, inferior, anterolateral, and inferolateral), three from the interventricular septum (anterior, medium, and posterior), and two from the right ventricular walls (anterolateral and inferolateral). The anterior left ventricular sample was selected for the experiments of this study.

## Data Availability

The data presented in this study are openly available in Gene Expression Omnibus (GEO) database with the GEO Submission GSE171740 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE171740, accessed on 22 February 2022).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biomedicines10051117/s1, Figure S1: Intrapericardial administration of the therapy, Table S1: List of top-ten abundant miRNAs in secretomes from MenSCs cultured under standard culture conditions (A) and prime with IFNγ/TNFα (B). Counts per million in a Next-Generation Sequencing analysis, Table S2: Assays ID of commercial TaqMan Assays.

# Supplementary material for: Intrapericardial Administration of Secretomes from Menstrual Blood-Derived Mesenchymal Stromal Cells: Effects on Immune-Related Genes in a Porcine Model of Myocardial Infarction
**Source:** Biomedicines. 2022 May 11;10(5):1117. doi: 10.3390/biomedicines10051117
**Supplement:** Supplementary file 1

Supplementary Materials

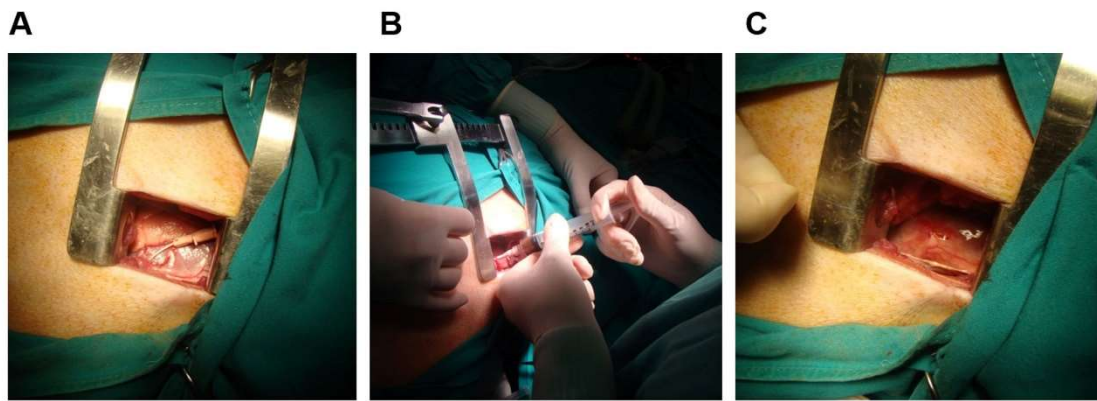

Figure S1. Intrapericardial administration of the therapy. (A) An Abbocath® was inserted into the pericardial space via a mini-thoracotomy. (B) The injection was performed slowly. (C) When needed, a 0/6 polypropylene suture was applied to the pericardium.

Supplementary Materials

Table S1. List of top-ten abundant miRNAs in secretomes from MenSCs cultured under standard culture conditions (A) and prime with IFN γ /TNF α (B). Counts per million in a Next-Generation Sequencing analysis.

A

miRNAs	MenSC01	MenSC02	MenSC03	Mean	SD
hsa-miR-143-3p	126452	69402	153649	116501	42996
hsa-miR-12136	50103	89693	70610	70136	19799
hsa-let-7b-5p	41554	113086	51489	68710	38750
hsa-miR-199a-3p	53483	60355	47802	53880	6286
hsa-miR-21-5p	43145	24039	46709	37964	12191
hsa-let-7a-5p	30420	47173	36056	37883	8525
hsa-miR-29a-3p	18093	36704	37422	30740	10958
hsa-let-7f-5p	29426	24943	27452	27274	2246
hsa-let-7i-5p	22467	15767	23081	20439	4057
hsa-miR-27a-5p	18491	4653	26496	16546	11051

B

miRNAs	MenSC*01	MenSC*02	MenSC*03	Mean	SD
hsa-miR-199a-3p	143125	174179	139845	152383	18947
hsa-miR-143-3p	118695	47687	129049	98477	44289
hsa-miR-29a-3p	80038	74413	81931	78794	3910
hsa-miR-221-3p	13448	143693	29323	62155	71059
hsa-miR-21-5p	106025	24136	53797	61320	41459
hsa-let-7i-5p	71519	61377	38244	57047	17055
hsa-miR-27b-3p	25598	66848	37878	43441	21180
hsa-miR-27a-3p	89853	22380	15828	42687	40978
hsa-let-7b-5p	21015	65317	39021	41784	22280
hsa-let-7f-5p	36365	37893	27082	33780	5851

Supplementary Materials

Table S2. Assays ID of commercial TaqMan Gene Expression Assays.

Gene Symbol	Assay ID
BMP6	Ss04245858_m1
CXCR6	Ss03818556_s1
ACKR2	Ss04953541_s1
LIF	Ss03391458_m1
STAT3	Ss03388426_m1
APOE	Ss03394681_m1
TFRC	Ss03391240_m1
THBS1	Ss03373620_m1
BCL6	Ss04955003_m1
CDC42	Ss03388722_m1
IGF1R	Ss03394281_m1
RPS3	Ss01037177_g1

How the deposited data were processed for this re-analysis (not part of the article)

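RNA of the infarcted area (anterior left ventricular wall) of 12 pigs was measured on Affymetrix porcine gene arrays, with 1 array per pig and 4 pigs in each of 3 biogroups (AMI/S-MenSCs, AMI/S-MenSCs* and AMI/Placebo), on day 7 post-therapy. The authors made the deposited values with RMA in the Bioconductor package oligo (versions not stated), which corrects the background, normalizes the arrays to each other by quantiles at the level of probes and summarises each probe set, and the values are on the log2 scale. The table of values holds 27558 probe sets in 12 columns, and 0 columns were left unmapped to a biogroup. Scan files were not used here, so the background correction and the normalization between arrays are those of the authors.

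Probe sets were named by the symbols of the platform table, matched by Entrez gene identifier to the pig gene reference. A probe set with several different symbols carries no name here, and a symbol that the table writes more than once for a probe set was counted as 1 symbol. The latter concerns CXCR3, MAP3K7 and LOC100513291, and for CXCR3 and LOC100513291 the table gives 2 Entrez identifiers. No genome build comes with the series, and positions are not given.

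The values were analysed with limma 3.58.1 in R 4.3.3, and figures were drawn with Python 3.11.15. A linear model with 1 mean per biogroup was fitted to all 12 arrays with lmFit and eBayes, and 3 comparisons were taken from it: AMI/S-MenSCs against AMI/Placebo, AMI/S-MenSCs* against AMI/Placebo and AMI/S-MenSCs* against AMI/S-MenSCs. A probe set or gene was called at an unadjusted p under 0.05, as in the paper. Benjamini-Hochberg adjusted p-values were computed over all probe sets, and over the genes of a list alone where that is said. A gene with more than 1 probe set was represented by the probe set with the highest mean over the arrays. The gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, and adjusted over the 27 lists of a comparison. They were macrophage and monocyte, neutrophil, T and NK cell, B and plasma cell, cardiomyocyte, fibroblast and scar matrix, endothelial, smooth muscle and pericyte, mesothelial and epicardial, adipocyte and red blood cell markers, complement and Fc receptor signalling, MHC class II presentation, the type I interferon, interferon gamma and TNF and NF-kappa B responses, chemokines, chemokine receptors, fatty acid oxidation, oxidative phosphorylation, glycolysis, cell division, angiogenesis factors, TGF-beta and BMP signalling, immediate early genes, cardiac stress and fetal genes and ribosomal proteins. The list of the Gene Ontology term used by the paper was not used here, and the 166 measured genes of the 11 immune lists stand in its place. Means of lists over pigs were compared by exact permutation tests, two-sided.

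The genes to be named were fixed before the data were examined: every gene that the paper names in its text or in Figures 2C, 3 and 4; per comparison, the 10 with the largest log2 fold change in each direction among genes called with no overlap between the 4 pigs of one biogroup and the 4 of the other, and with a mean above the median of all probe sets in at least 1 of them; up to 4 members of each called list; and up to 10 genes per comparison with an adjusted p under 0.05, of which there were 0. Principal components were computed over the called immune genes with unit variance scaling. The CV of RPS3 was computed on the linear scale, beside that of genes with a mean no more than 1 log2 unit lower.

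The fit was tested on simulated data with the spread of the real arrays, where 83% of 100 genes changed by 1 on the log2 scale were called at an unadjusted p under 0.05 and 18% after adjustment, 97% and 74% of 100 genes changed by 2, and 5.01% of unchanged genes were called without adjustment and 0 with it. Alternatives were median centring, quantile normalization, a filter on dim probe sets, moderation with a trend and none, array weights, the 2 compared biogroups alone, the replicate number as a block, the mean of the cardiomyocyte markers as a covariate, the mean over the probe sets of a gene, the moderated F test, the placebo arrays split between the comparisons, and leaving out each array in turn. The interquartile range of each array as a covariate, the probe set with the smallest p, principal components of the genes of the heatmap and counting probe sets with identical values once (637 beyond the first of each set) were added after seeing the data. The miRNA, qPCR and magnetic resonance data of the paper were not analysed here.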

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

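The tests of dilution by heart muscle RNA and of treatment were chosen after the results were seen, as were the array interquartile range as a covariate, the cardiomyocyte covariate with an estimated correlation, and for the chemokines the bootstrap of the median, the permutation over pigs after quantile normalization and the medians under the other 2 settings. The other tests of array contrast and those of other splits of the pigs were set before. Another test set before concerned the heatmap cluster up-regulated in AMI/S-MenSCs*. It asked whether its genes follow the cardiomyocyte markers from pig to pig within biogroups. That test was withdrawn because the genes were read from a picture, so it has no result.

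Heart muscle genes were higher in AMI/S-MenSCs* than in AMI/Placebo (adjusted p = 2.78e-10 for 20 cardiomyocyte markers, adjusted p = 0.428 with an estimated correlation) while macrophage, complement and Fc receptor genes were lower, and the paper does not report the former. A larger share of surviving muscle in the sampled pieces could lower every other cell type alike. The median over 33 macrophage, complement and Fc receptor genes was -0.57 and that over 41 endothelial and fibroblast genes -0.26, a difference of -0.31 (bootstrap over genes -0.482 to -0.153). Medians were -0.33 for fibroblast and scar matrix, 0.06 for smooth muscle and pericyte (mean -0.15) and -0.15 for endothelial markers. Of their genes 28 of 28, 10 of 10 and 10 of 13 lie above the median level. The differences from them (bootstrap over genes -0.48 to -0.0593, -0.816 to -0.0409 and -0.677 to -0.261) go against an equal fall. Other medians were 0.07 for adipocyte, -0.01 for T and NK cell, -0.03 for neutrophil (mean -0.37), -0.06 for mesothelial and epicardial and -0.26 for B and plasma cell markers. Of their genes 4 of 10, 14 of 28, 3 of 8, 2 of 9 and 3 of 5 lie above the median level. A fall of dim genes could be hidden, so these medians do not decide. The bootstrap of the difference from the neutrophil markers was -0.652 to 0.63. Genes vary together between pigs, and the exact permutation p of the difference over pigs was 0.257, and from 0.114 to 0.629 for the single types, so dilution stays open. With the mean of the cardiomyocyte markers as a covariate complement and Fc receptor signalling stayed called at the preset correlation (adjusted p = 4.14e-05), whereas macrophage and monocyte markers did not. TYROBP stayed called with it (-0.76, unadjusted p = 0.0173), but FCER1G and LYN of the same list did not. With an estimated correlation and the covariate these 2 lists had adjusted p = 0.711 and 0.759. The calls with the covariate therefore do not decide whether dilution is the whole cause. An effect of the treatment on muscle also stays open: the exact permutation p of the cardiomyocyte mean over pigs was 0.229, and AMI/S-MenSCs* replicate 2 lies at -1.15 against 1.47 to 1.77 for the other 3 pigs. No value here separates a treatment effect from where each piece was taken, and the 2 cannot be told apart.

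Dim probe sets were higher and bright ones lower in AMI/S-MenSCs than in AMI/Placebo, with a correlation across genes, which are not independent, of -0.44 between fold change and mean level. A lower contrast of single arrays could give this: without AMI/S-MenSCs replicate 1, the array with the lowest interquartile range, the correlation was -0.223, which decides neither way. After quantile normalization it was -0.149, above the -0.2 that had been set beforehand as the mark of array contrast; because that step nearly fixes the value, it was not counted, a decision made after it was seen. For the chemokines, whose median that step does not fix, the median log2 fold change was 0.222 after quantile normalization and 0.109 before it (204% of it), above the mark against array contrast set beforehand, but not by more than its spread (bootstrap over genes of the median minus that mark, -0.0214 to 0.199). The list stayed called after quantile normalization (adjusted p = 0.0346) and with the interquartile range as a covariate (median 0.251, adjusted p = 0.0324), and without AMI/S-MenSCs replicate 1 the call was lost (0.0631) with 1 pig fewer and no smaller median (0.119), which goes against array contrast as the whole cause for the chemokines, but the exact permutation p of their mean over pigs after quantile normalization was 0.0857 and 12 of the 26 lie above the median level, so for them, as for the other dim and bright genes, array contrast and an effect of S-MenSCs cannot be told apart.

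Chance was not excluded for the number of probe sets called in AMI/S-MenSCs against AMI/Placebo (11 of 35 splits of the same 8 arrays gave as many; 1420, highest other 6624), in AMI/S-MenSCs* against AMI/Placebo (18 of 35; 925, highest other 4122), in AMI/S-MenSCs* against AMI/S-MenSCs (6 of 35; 2020, highest other 3581) or in any comparison (30 of 100; 3432, highest other 7422). It was also not excluded for the immune genes called (35 of 100; 23, highest other 62), the share between biogroups in the principal components (30 of 100; 67.4%, highest other 78.4%) or the lists called (3 of 35 with 9, highest other 10; 4 of 35 with 11, highest other 12; and 3 of 35 with 12, highest other 12). The splits with the highest counts point to a structure of the samples: they set AMI/Placebo replicates 1, 2 and 3 with AMI/S-MenSCs replicate 3 against AMI/Placebo replicate 4 with AMI/S-MenSCs replicates 1, 2 and 4, AMI/Placebo replicates 1, 2 and 3 with AMI/S-MenSCs* replicate 2 against AMI/Placebo replicate 4 with AMI/S-MenSCs* replicates 1, 3 and 4, and AMI/S-MenSCs replicates 1, 2 and 4 with AMI/S-MenSCs* replicate 4 against AMI/S-MenSCs replicate 3 with AMI/S-MenSCs* replicates 1, 2 and 3. The first and the last follow the interquartile range of the arrays, and with it as a covariate 1104 and 2249 probe sets were called in these comparisons; the second follows the mean of the cardiomyocyte markers, from -1.33 to 0.37 on one side and from 0.766 to 1.77 on the other, and with it as a covariate 607 were called.

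Of 90 groups of 4 pigs tested for a sample far from the others, among called lists, array interquartile ranges and the genes of the text and qPCR, 6 held one, about the 1 in 20 that chance gives at the critical value of Dixon's test. The gap to the nearest pig over the range of the group was 0.848 for IGF1R in AMI/Placebo replicate 1, 0.868 for LIF in AMI/Placebo replicate 3 and 0.935 for LIF in AMI/S-MenSCs* replicate 3. For means of lists it was 0.893 for cell division in AMI/S-MenSCs replicate 3, and 0.897 for cardiomyocyte markers and 0.907 for fatty acid oxidation in AMI/S-MenSCs* replicate 2.

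The following lists lie outside the immune genes that the paper discusses and passed camera with the preset correlation, none of them with an estimated one. The adjusted p in AMI/S-MenSCs against AMI/Placebo was 0.000955 for cardiomyocyte markers, for fibroblast and scar matrix, for fatty acid oxidation and for oxidative phosphorylation, and 0.0311 for adipocyte markers. For AMI/S-MenSCs* against AMI/Placebo it was 0.00523 for fibroblast and scar matrix, 1.05e-09 for fatty acid oxidation, 1.23e-05 for oxidative phosphorylation, 0.011 for glycolysis, 0.00201 for cardiac stress and fetal genes and 2.92e-10 for ribosomal proteins. In AMI/S-MenSCs* against AMI/S-MenSCs it was 1.53e-16 for cardiomyocyte markers, 2.25e-16 for fatty acid oxidation, 1.21e-11 for oxidative phosphorylation, 0.000283 for glycolysis, 0.0081 for cell division, 3.56e-05 for cardiac stress and fetal genes and 0.000101 for ribosomal proteins.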

How the results depend on the processing

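The array interquartile range as a covariate, the cardiomyocyte covariate with an estimated correlation, the probe set with the smallest p, the principal components of the genes of the heatmap and counting identical probe sets once were chosen after the results were seen; the other alternatives were set before. The cause of a change was not tested except where the construction of the alternative gives it.

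The filter on dim probe sets, which tests fewer of them, called 815 in AMI/S-MenSCs against AMI/Placebo (1420 without it), 2253 in any comparison and 14 immune genes. Array weights called 2621 in AMI/S-MenSCs and 2251 in AMI/S-MenSCs* against AMI/Placebo, 5433 in any comparison and 38 immune genes, and the F test over the 3 biogroups 1450 probe sets and 7 immune genes. With the mean of the cardiomyocyte markers as a covariate, 607 probe sets and 7 lists passed in AMI/S-MenSCs* against AMI/Placebo and 965 probe sets and 4 lists in AMI/S-MenSCs* against AMI/S-MenSCs; the cardiomyocyte list itself is then fixed by construction and has no value. With the interquartile range as a covariate 1420 probe sets passed in AMI/S-MenSCs* against AMI/Placebo and 5 lists in AMI/S-MenSCs against AMI/Placebo, where quantile normalization left 4 lists. With an estimated correlation camera called 0, 0 and 0 lists in the 3 comparisons 0, 0 and 0 with the cardiomyocyte covariate as well, and fry 0, 0 and 0, where camera with the preset correlation called 9, 11 and 12 and 1420, 925 and 2020 probe sets passed at an unadjusted p under 0.05. The correlation of the 2 comparisons with AMI/Placebo was 0.263 with shared placebo arrays and -0.139 with these split 2 and 2 (from -0.341 to -0.0272 over 6 splits). The share of called probe sets that were higher in AMI/S-MenSCs than in AMI/Placebo was 61.2%, and it was 39.5% after median centring, 46.3% with the filter and 51.3% after quantile normalization; between the treated biogroups it was 55.9%, and 68.1% after median centring and 67.7% with the filter.

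Leaving out 1 array gave from 823 (without AMI/S-MenSCs replicate 1) to 2904 (without AMI/Placebo replicate 4) probe sets in AMI/S-MenSCs against AMI/Placebo, from 657 (without AMI/Placebo replicate 3) to 1969 (without AMI/S-MenSCs* replicate 2) in AMI/S-MenSCs* against AMI/Placebo, from 1292 (without AMI/S-MenSCs* replicate 3) to 2769 (without AMI/S-MenSCs replicate 3) between the treated biogroups and from 2545 (without AMI/S-MenSCs replicate 1) to 5174 (without AMI/Placebo replicate 4) in any comparison. It gave from 10 (without AMI/Placebo replicate 1) to 38 (without AMI/Placebo replicate 4) immune genes, and from 4 (without AMI/S-MenSCs replicate 1) to 11 (without AMI/S-MenSCs replicate 4), from 8 (without AMI/Placebo replicate 1) to 13 (without AMI/S-MenSCs* replicate 2) and from 9 (without AMI/S-MenSCs replicate 3) to 12 lists. Of 166 calls of named genes, leaving out 1 array ended from 11 (without AMI/Placebo replicate 4 or AMI/S-MenSCs* replicate 2) to 45 (without AMI/S-MenSCs replicate 1), the cardiomyocyte covariate 83, the interquartile range covariate 33, no moderation 33, the 2 biogroups alone 24, quantile normalization 22, median centring 18, the filter 18, moderation with a trend 17, the replicate block 11, array weights 8 and the mean over probe sets 6. Replicate numbers do not pair the pigs throughout (4 of 12 arrays correlate best with an array of their own number). For replicate 4, deviations from the biogroup means correlated at 0.3973 between AMI/S-MenSCs* and AMI/Placebo. The replicate 4 arrays had interquartile ranges of 1.801 in AMI/Placebo, 1.933 in AMI/S-MenSCs and 1.814 in AMI/S-MenSCs*. Of the other arrays, AMI/S-MenSCs replicate 1 had 1.661 and the rest 2.057 or more, so a partial grouping by number was not excluded. With replicate numbers as a block 1630, 1075 and 2163 probe sets passed and 81 of 81 list results were the same.

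Some results reversed. With the cardiomyocyte covariate the sign turned for macrophage (adjusted p = 0.82), neutrophil (0.586), cell division (0.853) and cardiac stress and fetal genes (0.964) between the treated biogroups, for cardiac stress and fetal genes in AMI/S-MenSCs* against AMI/Placebo (0.866), with the same lists turned at an estimated correlation (0.984, 0.867, 0.984, 0.984 and 0.928), and for S100A8 between the treated biogroups, which was 0.91. With the interquartile range covariate it turned for fibroblast and scar matrix in AMI/S-MenSCs against AMI/Placebo (0.629) and between the treated biogroups (0.00861). Without AMI/S-MenSCs* replicate 4 it turned for fibroblast and scar matrix in AMI/S-MenSCs* against AMI/Placebo (0.723), whose lowest value was 8.03e-06, without AMI/S-MenSCs* replicate 3. With the probe set of the smallest p, BMP6 was 0.64 in AMI/S-MenSCs and 0.68 in AMI/S-MenSCs*, and MALT1 0.95 in AMI/S-MenSCs*. Low signal may limit chemokines and their receptors, as 14 of their 26 and 6 of their 13 measured genes lay below the median of all probe sets.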

Differences from the paper's values

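The values of Fig. 4A were read by eye, and the series matches the log2 fold changes here only after these are multiplied by 3.32, the log2 of 10; a match here means the same sign and a difference of no more than 1 standard error of the value here (1.05 on that scale for STAT3), and 17 of 22 values match. For BMP6 the paper's value is about 2.1 in AMI/S-MenSCs and about 2.3 in AMI/S-MenSCs* (Fig. 4A, read by eye), and the values here are -0.343 (log2 -0.10) and -0.129 (log2 -0.04); none of the alternatives set before the data were examined gives a value that matches. For STAT3 in AMI/S-MenSCs the paper's value is about -3.8 (Fig. 4A, read by eye) and the value here -0.36 (log2 -0.11), and none of the alternatives set before matches. For STAT3 in AMI/S-MenSCs* the paper's value is about -2.6 (Fig. 4A, read by eye) and the value here -1.24 (log2 -0.37); array weights (-1.62), the mean over the probe sets of the gene (-1.93), leaving out AMI/Placebo replicate 4 (-1.99) and leaving out AMI/S-MenSCs* replicate 2 (-1.76) come within that standard error, and the other alternatives set before do not. For CDC42 in AMI/S-MenSCs the paper's value is about 0.67 (Fig. 4A, read by eye) and the value here -2.09 (log2 -0.63), and none of the alternatives set before matches. The paper's heatmap, however, has CDC42 in the cluster down-regulated after therapy, the direction found here. Fig. 4A shows both array and qPCR values. The paper states that qPCR did not bear out CDC42, STAT3 and BMP6, among others, in 1 of the biogroups. The probe set with the smallest p, chosen after seeing the values, gives 2.14 and 2.27 for BMP6 and -3.81 and -2.61 for STAT3, calls both genes in AMI/S-MenSCs and BMP6 in AMI/S-MenSCs*, and leaves CDC42 at -2.09. For BMP6 and STAT3 these values match the paper's, so the differences for these genes go with the probe set used.

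The paper states that CXCR3 decreased in treated animals; here it fell in AMI/S-MenSCs* (log2 fold change -0.72) and was not called in AMI/S-MenSCs (-0.46), where the array interquartile range as a covariate, chosen after seeing the data, calls it (-0.76). The paper places BMP6 among the genes up-regulated by S-MenSCs in its text, which also describes BMP6 in animals given S-MenSCs*. Its heatmap has BMP6 in the cluster up-regulated by S-MenSCs*. The paper names STAT3 among the genes that differ in AMI/S-MenSCs. By the probe set with the highest mean, BMP6 was -0.10 and -0.04 and STAT3 -0.11 here. Each was called only with the probe set of the smallest p, whose values match those of Fig. 4A. The first cluster is described as down-regulated after both treatments; 17 of its 18 measured genes lay below AMI/Placebo in both, and 1 was called in both.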

Other observations

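The comparisons between lists below were set before the data were examined; the principal components of the genes of the heatmap and the cardiomyocyte covariate with an estimated correlation were chosen after. Lists of genes of energy metabolism were higher in AMI/S-MenSCs* than in AMI/S-MenSCs, as were the cardiomyocyte markers. With the mean of these as a covariate fatty acid oxidation (adjusted p = 0.00047), oxidative phosphorylation (0.00047), glycolysis (0.000701) and, lower, ribosomal proteins (0.000701) stayed called at the preset correlation. With an estimated correlation and the covariate the adjusted p was 0.683, 0.854, 0.683 and 0.683. The calls at the preset correlation therefore do not decide, and the share of heart muscle stays open as the whole cause. Against AMI/Placebo these lists stayed called too at the preset correlation (adjusted p = 0.00903, 0.034, 0.00754 and 8.03e-10). With an estimated correlation and the covariate these were 0.711, 0.928, 0.711 and 0.354. Of 20 measured genes of fatty acid oxidation, the main fuel pathway of the heart, 13 were higher (12 adjusted over the list alone; median 1.17; adjusted p = 0.224 with an estimated correlation), among them ETFDH, which passes electrons to ubiquinone (1.93, unadjusted p = 0.000846), and LPL (1.49, unadjusted p = 0.000437), whose calls no alternative ended. Of 20 genes of oxidative phosphorylation 8 were higher (6 adjusted over the list alone; median 0.68; adjusted p = 0.224 with an estimated correlation), of 16 of glycolysis 5 (4 adjusted over the list alone; median 0.38; adjusted p = 0.224 with an estimated correlation) and of 6 cardiac stress and fetal genes 3 (3 adjusted over the list alone; median 1.65; adjusted p = 0.224 with an estimated correlation), a direction that the cardiomyocyte covariate turned (adjusted p = 0.964). Against AMI/Placebo, AMI/S-MenSCs* had 6 of 20 genes of fatty acid oxidation higher (2 adjusted over the list alone; median 0.48; adjusted p = 0.391 with an estimated correlation), among them ACSL1, which activates long-chain fatty acids (1.07, unadjusted p = 0.00254), and 1 of 20 of oxidative phosphorylation, the cytochrome oxidase subunit COX5B (0.94, unadjusted p = 0.00768; list median 0.36; adjusted p = 0.513 with an estimated correlation). Glycolysis had 3 of 16 higher (median 0.18; adjusted p = 0.428 with an estimated correlation; adjusted p = 0.245 without AMI/Placebo replicate 4 and 0.14 without AMI/S-MenSCs* replicate 1), and cardiac stress and fetal genes 1 of 6 (median 1.01; adjusted p = 0.497 with an estimated correlation; adjusted p = 0.125 without AMI/Placebo replicate 3 and 0.189 without AMI/S-MenSCs* replicate 1; the cardiomyocyte covariate turned its direction, adjusted p = 0.866), with 0 when adjusted over the list alone in each. In AMI/S-MenSCs these groups lay below AMI/Placebo, with medians of -0.32 for fatty acid oxidation (2 of 20 lower), -0.40 for oxidative phosphorylation (1 of 20 lower, the ATP synthase subunit ATP5B, -0.99, unadjusted p = 0.00952), each with adjusted p = 0.594 with an estimated correlation, and adjusted p of 0.0531 and 0.057 without AMI/S-MenSCs replicate 1, and for the latter 0.236 without AMI/Placebo replicate 2. The mean of fatty acid oxidation over pigs was -0.0945 ± 0.305 (SD, n = 4) in AMI/Placebo, -0.484 ± 0.408 (SD, n = 4) in AMI/S-MenSCs and 0.579 ± 0.633 (SD, n = 4) in AMI/S-MenSCs*, with exact permutation p-values of 0.171, 0.114 and 0.0857 for the 3 comparisons; those of oxidative phosphorylation were 0.343, 0.229 and 0.0571, and for AMI/S-MenSCs* against AMI/Placebo and against AMI/S-MenSCs those of glycolysis were 0.143 and 0.0286 and those of cardiac stress and fetal genes 0.314 and 0.143.

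Medians over 28 genes of fibroblast and scar matrix were -0.40 in AMI/S-MenSCs (2 lower, adjusted p = 0.594 with an estimated correlation, adjusted p = 0.057 without AMI/S-MenSCs replicate 1, direction turned with the interquartile range covariate chosen after seeing the data, adjusted p = 0.629) and -0.33 in AMI/S-MenSCs* (1 lower, CTHRC1, adjusted p = 0.623 with an estimated correlation, adjusted p = 0.162 and 0.103 without AMI/Placebo replicates 1 and 2, direction turned without AMI/S-MenSCs* replicate 4, adjusted p = 0.723), with 0 genes when adjusted over the list alone and exact permutation p over pigs of 0.286 and 0.571. MHC class II presentation was also lower in both, with medians over 10 genes of -0.22 (adjusted p = 0.0424 and 0.00953; adjusted p = 0.594 and 0.428 with an estimated correlation), and 1 fell, SLA-DQB1 in AMI/S-MenSCs (-0.68; -0.58, unadjusted p = 0.0558, without AMI/S-MenSCs replicate 3 and -0.46, unadjusted p = 0.125, after quantile normalization). The adjusted p in AMI/S-MenSCs was 0.138, 0.129, 0.0631 and 0.182 without AMI/Placebo replicates 1 and 3 and AMI/S-MenSCs replicates 1 and 3, and in AMI/S-MenSCs* 0.0879, 0.0528, 0.169 and 0.115 without AMI/Placebo replicates 1 and 3 and AMI/S-MenSCs* replicates 1 and 4. Complement and Fc receptor signalling was lower in AMI/S-MenSCs than in AMI/Placebo as well (median -0.25, 2 lower, adjusted p = 0.043; adjusted p = 0.594 with an estimated correlation), a call lost without AMI/Placebo replicates 1, 2 or 3 or AMI/S-MenSCs replicates 3 or 4 (adjusted p from 0.0959 to 0.272). Between the treated biogroups AMI/S-MenSCs* was lower in macrophage markers (median -0.31, adjusted p = 0.00916; adjusted p = 0.422 with an estimated correlation; 0.087 and 0.069 without AMI/S-MenSCs* replicates 1 and 4), complement and Fc receptor signalling (median -0.42, adjusted p = 0.00916; adjusted p = 0.439 with an estimated correlation; 0.0546 without AMI/S-MenSCs replicate 2, and 0.0556 and 0.176 without AMI/S-MenSCs* replicates 1 and 4), ribosomal proteins (median -0.35; adjusted p = 0.224 with an estimated correlation), cell division (median -0.41, 0 of 11 genes called; adjusted p = 0.422 with an estimated correlation; 0.372 and 0.0605 without replicate 3 of AMI/S-MenSCs and of AMI/S-MenSCs*) and neutrophil markers (median -0.45, 0 of 8 called by limma at an unadjusted p under 0.05, adjusted p = 0.036; adjusted p = 0.319 with an estimated correlation; from 0.069 to 0.169 without AMI/S-MenSCs replicates 1 or 3 or AMI/S-MenSCs* replicates 1, 3 or 4). The cardiomyocyte covariate turned the direction between the treated biogroups for macrophage and monocyte markers (adjusted p = 0.82), neutrophil markers (0.586) and cell division (0.853). Over pigs, the exact permutation p between the treated biogroups was 0.229 for macrophage and for neutrophil markers, 0.286 for complement and Fc receptor signalling, 0.0857 for ribosomal proteins and 0.343 for cell division; against AMI/Placebo it was 0.171 and 0.229 for MHC class II presentation, and in AMI/S-MenSCs 0.314 for complement and Fc receptor signalling and 0.143 for adipocyte markers. The alternatives other than leaving out an array also ended calls: the cardiomyocyte covariate those of fatty acid oxidation (adjusted p = 0.201) in AMI/S-MenSCs, MHC class II presentation (0.15) in AMI/S-MenSCs* and complement and Fc receptor signalling (0.964) between the treated biogroups, and quantile normalization those of complement and Fc receptor signalling (0.509), MHC class II presentation (0.241), oxidative phosphorylation (0.129) and adipocyte markers (0.103) in AMI/S-MenSCs and of neutrophil markers (0.0611) between the treated biogroups. Adipocyte markers were higher in AMI/S-MenSCs than in AMI/Placebo, with a median over 10 genes of 0.22 (1 higher, GPD1, 0.95, not called without AMI/Placebo replicates 1 or 3 or AMI/S-MenSCs replicates 1 or 4, unadjusted p from 0.0542 to 0.107; list adjusted p = 0.594 with an estimated correlation; 0.135 without AMI/Placebo replicate 2 and 0.34 without AMI/S-MenSCs replicate 1). In the same comparisons the cardiomyocyte markers had medians of -0.50, 1.13 and 1.69.

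Among genes named by their fold change alone, with no overlap between the biogroups and calls that no alternative ended, the growth factor FGF1 (0.97, unadjusted p = 0.00715), the neuregulin receptor ERBB4 (1.18, unadjusted p = 0.00253) and IDH2, a dehydrogenase of mitochondria (0.95, unadjusted p = 0.00735), were higher in AMI/S-MenSCs* than in AMI/Placebo, while PRRX1, a homeobox factor of mesenchyme (-1.19, unadjusted p = 0.00526), and EFEMP1, a fibulin of the matrix (-1.34, unadjusted p = 0.0117), were lower. ABCG2, an efflux transporter, was lower in AMI/S-MenSCs than in AMI/Placebo (-1.17, unadjusted p = 0.00141), and PDLIM5, a protein of the Z-disc, was higher in AMI/S-MenSCs* than in AMI/S-MenSCs (1.59, unadjusted p = 0.000354). None of these passed after adjustment over all probe sets. Genes whose biogroups did not overlap made up 2.73%, 1.99% and 3.54% of all genes in the 3 comparisons, where chance gives 2.86%.

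Lists that did not pass in AMI/S-MenSCs against AMI/Placebo had adjusted p of 0.376 (macrophage and monocyte), 0.315 (neutrophil), 0.45 (T and NK cell), 0.826 (B and plasma cell, and mesothelial and epicardial), 0.418 (interferon gamma), 0.12 (TNF and NF-kappa B), 0.361 (endothelial), 0.132 (smooth muscle and pericyte), 0.951 (red blood cell), 0.114 (glycolysis), 0.13 (cell division), 0.243 (angiogenesis), 0.121 (TGF-beta and BMP), 0.899 (immediate early), 0.0905 (cardiac stress and fetal) and 0.257 (ribosomal). In AMI/S-MenSCs* against AMI/Placebo it was 0.269 (neutrophil, B and plasma cell, and TNF and NF-kappa B), 0.869 (T and NK cell, interferon gamma, chemokines, mesothelial and epicardial, angiogenesis, and TGF-beta and BMP), 0.433 (endothelial), 0.715 (smooth muscle and pericyte, with a median of 0.06 and a mean of -0.15), 0.662 (adipocyte), 0.936 (red blood cell), 0.197 (cell division) and 0.234 (immediate early). Between the treated biogroups it was 0.392 (T and NK cell), 0.254 (B and plasma cell), 0.958 (MHC class II, type I interferon, endothelial and red blood cell), 0.58 (interferon gamma), 0.407 (fibroblast, and smooth muscle and pericyte), 0.758 (mesothelial and epicardial), 0.148 (adipocyte), 0.203 (angiogenesis), 0.0852 (TGF-beta and BMP) and 0.366 (immediate early). Leaving out 1 array brought some of these under 0.05. For the basal secretome against AMI/Placebo these were cardiac stress and fetal genes (0.00147 without AMI/Placebo replicate 3, 0.0423 and 0.0337 without AMI/S-MenSCs replicates 2 and 4, and 0.0317 without AMI/S-MenSCs* replicate 2), cell division (0.00746 without AMI/Placebo replicate 3, 0.0335 and 0.0446 without AMI/S-MenSCs replicates 1 and 4), TNF and NF-kappa B response (0.0335 without AMI/S-MenSCs replicate 1) and smooth muscle and pericyte markers (0.0493 without AMI/S-MenSCs replicate 4). For the primed secretome against AMI/Placebo these were cell division (0.0148 without AMI/Placebo replicate 4 and 0.0102 without AMI/S-MenSCs* replicate 2), neutrophil markers (0.025 without AMI/S-MenSCs* replicate 2) and immediate early genes (0.0374 and 0.0339 without AMI/S-MenSCs* replicates 3 and 4). Between the treated biogroups these were TGF-beta and BMP signalling (0.0429 without AMI/S-MenSCs replicate 2) and fibroblast and scar matrix (0.000267 without AMI/S-MenSCs* replicate 4). Of 81 exact permutation tests of list means over pigs, 3 reached 0.0286, the smallest p that 4 pigs against 4 allow. They were ribosomal proteins in AMI/S-MenSCs* against AMI/Placebo, and chemokines and glycolysis between the treated biogroups. An unchanged list reaches that p by chance at a rate of 0.0286, so some of 81 tests would do so, and 3 are no evidence beyond chance. Principal components of the 49 genes of the heatmap, read from its picture, held 36.7% and 26.0% of the variance, with 60.1% of it between biogroups, and 66.0% with the probe set of the smallest p.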
